# Phosphoglycerate mutase regulates Treg differentiation through control of serine synthesis and one-carbon metabolism

**DOI:** 10.7554/eLife.104423

**Published:** 2025-07-28

**Authors:** Wesley H Godfrey, Judy J Lee, Shruthi Shanmukha, Kaho Cho, Xiaojing Deng, Chandra Shekar R Ambati, Vasanta Putluri, Abu Hena Mostafa Kamal, Paul M Kim, Nagireddy Putluri, Michael D Kornberg

**Keywords:** immunometabolism, T cell biology, Treg, glycolysis, phosphoglycerate mutase, PGAM, serine synthesis, Mouse

## Abstract

The differentiation and suppressive functions of regulatory CD4 T cells (Tregs) are supported by a broad array of metabolic changes, providing potential therapeutic targets for immune modulation. In this study, we focused on the regulatory role of glycolytic enzymes in Tregs and identified phosphoglycerate mutase (PGAM) as being differentially overexpressed in Tregs and associated with a highly suppressive phenotype. Pharmacologic or genetic inhibition of PGAM reduced Treg differentiation and suppressive function while reciprocally inducing markers of a pro-inflammatory, T helper 17 (Th17)-like state. The regulatory role of PGAM was dependent on the contribution of 3-phosphoglycerate (3 PG), the PGAM substrate, to de novo serine synthesis. Blocking de novo serine synthesis from 3 PG reversed the effect of PGAM inhibition on Treg polarization, while exogenous serine directly inhibited Treg polarization. Additionally, altering serine levels in vivo with a serine/glycine-free diet increased peripheral Tregs and attenuated autoimmunity in a murine model of multiple sclerosis. Mechanistically, we found that serine limits Treg polarization by contributing to one-carbon metabolism and methylation of Treg-associated genes. Inhibiting one-carbon metabolism increased Treg polarization and suppressive function both in vitro and in vivo in a murine model of autoimmune colitis. Our study identifies a novel physiologic role for PGAM and highlights the metabolic interconnectivity between glycolysis, serine synthesis, one-carbon metabolism, and epigenetic regulation of Treg differentiation and suppressive function.

## Introduction

Upon activation, immune cells undergo drastic metabolic changes that support their differentiation and effector functions. The regulation of immune responses by metabolic pathways, termed ‘immunometabolism,’ has become a major focus of research with a goal of identifying pathways that can be therapeutically targeted in conditions ranging from autoimmune and infectious diseases to cancer (Patel and Powell, 2017).

T lymphocytes, in particular, have emerged as a central focus of immunometabolic research with far reaching implications in human disease (Buck et al., 2016; Chapman and Chi, 2022; Geltink et al., 2018; Kelly and O’Neill, 2015; Kornberg, 2020; O’Neill et al., 2016). Among the metabolic adaptations associated with T cell activation, glycolytic reprogramming plays a prominent role. Increased glucose uptake and augmented glycolysis are critical for the differentiation and effector functions of inflammatory T cell subsets, including effector CD8 cells and T-helper (Th) 1 and Th17 CD4 cells (Frauwirth et al., 2002; Cham and Gajewski, 2005; Cham et al., 2008; Wang et al., 2011; Chang et al., 2013; Macintyre et al., 2014; Gerriets et al., 2015; Shi et al., 2011). In contrast, regulatory T cells (Tregs), which serve as the brakes of the immune response by promoting tolerance and suppressing inflammation, have a distinct glycolytic profile (Shi and Chi, 2019; Angelin et al., 2017). Prior work has shown that initial engagement of glycolysis supports proliferation and migration of Tregs, whereas downregulation of glycolysis and greater engagement of fatty acid oxidation are required for expression of the Treg-specific transcription factor FOXP3 and Treg suppressive functions (Ho et al., 2015; Wang et al., 2020; Lim et al., 2021; Kishore et al., 2017; Michalek et al., 2011; Gerriets et al., 2016). In this regard, forced engagement of glycolysis was found to decrease FOXP3 expression (Wei et al., 2016) while inhibition of glycolysis favored Treg differentiation and suppressive functions (Shi et al., 2011; Scherlinger et al., 2022; Kornberg et al., 2018). The relationship between glycolysis and Treg function is not straightforward, however. For instance, in human Tregs induced following weak stimulation of the T cell receptor (TCR), glycolysis supported Treg suppressive function by regulating DNA-binding activity of the glycolytic enzyme enolase-1 (ENO1) (De Rosa et al., 2015). Such findings suggest the possibility of a more nuanced role for glycolysis in Tregs, with individual glycolytic enzymes serving unique and perhaps disparate functions.

Here, we report that the glycolytic enzyme phosphoglycerate mutase (PGAM), which converts 3-phosphoglycerate (3 PG) to 2-phosphoglycerate (2 PG), is physiologically upregulated in Tregs and its enzymatic activity supports FOXP3 expression and Treg suppressive function. Pharmacologic or genetic inhibition of PGAM inhibited Treg differentiation and shifted CD4 T cells toward a pro-inflammatory, Th17-like state. Mechanistically, we found that PGAM regulates Treg differentiation by controlling flux through the de novo serine synthesis pathway. The PGAM substrate 3 PG is also utilized for serine synthesis, and decreased PGAM enzyme activity led to increased serine synthesis through the accumulation of 3 PG. Both newly synthesized and imported extracellular serine inhibited Treg differentiation by contributing to one-carbon metabolism and promoting the methylation, and therefore silencing, of genes associated with Treg function. Manipulation of serine availability and the methylation cycle increased peripheral Tregs and attenuated disease in mouse models of multiple sclerosis and autoimmune colitis. Our finding that PGAM, a key glycolytic enzyme, physiologically supports Treg differentiation further challenges the notion that glycolysis plays a singular, inhibitory role in Tregs and suggests that individual glycolytic enzymes can serve as nodes for the fine-tuning of immune responses. Furthermore, our work identifies novel metabolic targets for the therapeutic manipulation of Treg function in human disease.

## Results

### PGAM regulates Treg differentiation and suppressive function

In order to identify the glycolytic enzymes that play the largest role in Treg differentiation, we analyzed multiple publicly available transcriptomic and proteomic datasets. We first investigated an RNA sequencing (RNA-seq) dataset that compared human naïve CD4 cells cultured under either Th0 or Treg polarizing conditions (Ullah et al., 2018). After library normalization, we examined genes included in the ‘Glycolysis and Gluconeogenesis’ gene ontology (GO) term and found that *PGAM1* was the most differentially expressed glycolytic gene, with upregulation in in vitro-induced Tregs (iTregs) compared to conventional Th0 cells (Figure 1A). To determine whether PGAM expression is similarly upregulated in ex vivo-derived Tregs, we examined a single-cell RNA-seq (scRNA-seq) dataset of peripheral blood mononuclear cells (PBMCs) from healthy human controls (Schafflick et al., 2020) and compared glycolytic gene expression between Tregs and total CD4 cells. After removing glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) for scaling purposes, we found that *PGAM1* was similarly upregulated in Tregs (Figure 1B). A proteomics dataset from human healthy donor PBMCs Procaccini et al., 2016 demonstrated significantly upregulated protein levels of PGAM1 and PGAM2 in Tregs compared to total CD4 cells (Figure 1C), confirming findings from the mRNA level.

**Figure 1.**
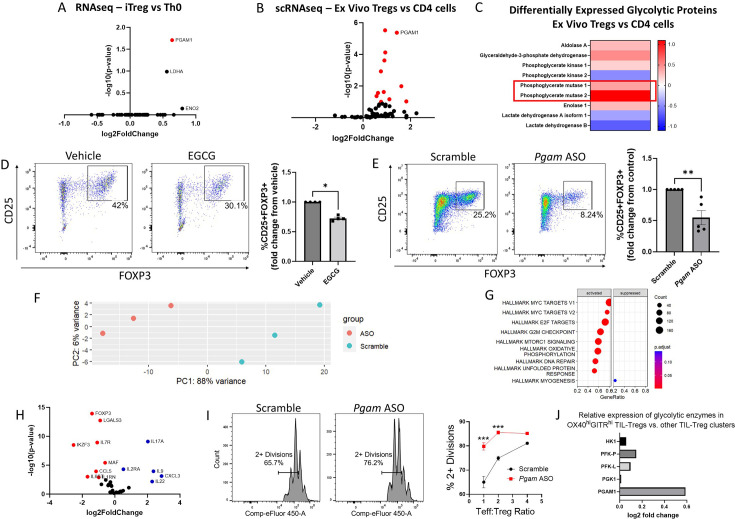
Phosphoglycerate mutase (PGAM) regulates Treg differentiation and suppressive function. . (**A** – **C**) Analysis of publicly available transcriptomics and proteomics data reveals upregulation of PGAM expression in human iTregs and ex vivo Tregs. (**A**) Publicly available RNA sequencing (RNA-seq) data from human naïve CD4 cells cultured under either Th0 or Treg polarizing conditions for 72 hr (Ullah et al., 2018) was analyzed, and genes belonging to the Gene Ontology (GO) term ‘Glycolysis and Gluconeogenesis’ were plotted. (**B**) Differential expression of ‘Glycolysis and Gluconeogensis’ GO genes in ex vivo Tregs vs. total CD4 cells derived from healthy donor peripheral blood mononuclear cells (PBMCs) (Schafflick et al., 2020). *GAPDH* was removed for scaling purposes. (**C**) Differential expression of cytosolic glycolytic enzymes in ex vivo Tregs vs. conventional CD4 T cells derived from healthy donor PBMCs, analyzed from publicly available proteomics data (Procaccini et al., 2016). (**D**) Naïve murine CD4 cells were cultured under Treg polarizing conditions for 4 days and treated with either EGCG (20 μM) or vehicle on day 1. Treg polarization based on CD25 and FOXP3 expression was analyzed by flow cytometry. Data represent mean ± SEM from four independent experiments, with three to four biological replicates per experiment. (**E**) Naïve murine CD4 cells were treated with either scrambled or *Pgam*-specific antisense oligonucleotides (ASOs) and cultured under Treg polarizing conditions for 72 hr. CD25 and FOXP3 expression were analyzed by flow cytometry. Data represent mean ± SEM from five independent experiments, with three to four biological replicates per experiment. (**F** – **H**) Naïve murine CD4 cells were cultured with either scrambled or anti-*Pgam* ASOs for 72 hr under Treg polarizing conditions. RNA was isolated from unsorted cells for RNA-seq, followed by library size normalization and differential expression analysis. Shown for scrambled versus anti-*Pgam* ASO-treated cells are (**F**) PCA plot, (**G**) Gene Set Enrichment Analysis (GSEA) using MSigDB Hallmark gene sets, and (**H**) volcano plot of genes associated with T cell function. Data from 3 biological replicates. (**I**) Naïve murine CD4 cells were cultured under Treg polarizing conditions with either scrambled or anti-*Pgam* ASOs for 72 hr. To assess Treg suppressive function, the polarized Tregs were cultured with naïve CD4 cells stimulated with CD3/CD28 stimulating antibodies for an additional 72 hr at the indicated ratios. Cell proliferation was measured by dilution of a cell proliferation dye. Data represent mean ± SEM from four biological replicates. (**J**) Analysis of a published scRNA-seq dataset of tumor-infiltrating Tregs (TIL-Tregs) (Dykema et al., 2023) shows that *PGAM1* is overexpressed in the most highly suppressive subpopulation, out of proportion to proximal rate-limiting glycolytic enzymes. *p<0.05, **p<0.01, ***p<0.0001 by Mann-Whitney U Test (**D, E**) or two-way ANOVA with multiple comparisons testing (**I**). P-values in (**A**), (**B**), and (**F** – **H**) were derived from Wald’s test after False Discovery Rate correction and median-of-ratios normalization via DESeq2.

**Figure 1—figure supplement 1.**
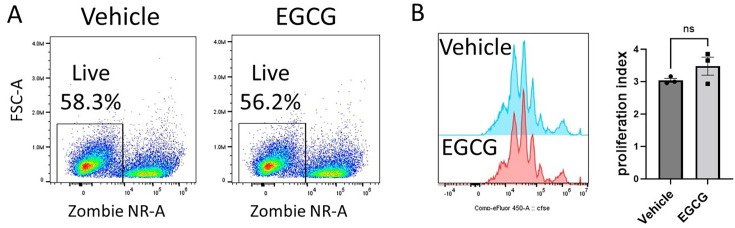
Epigallocatechin gallate (EGCG) has no effect on Treg viability or proliferation. Naïve murine CD4 cells were cultured under Treg polarizing conditions with either vehicle or EGCG (20 μM). (**A**) Viability was assayed with Zombie NIR dye. (**B**) Cell proliferation was assayed via cell proliferation dye, with proliferation index calculated as the total number of divisions divided by the number of cells that went into division. Data derived from three biological replicates. ns = not significant by Student’s t-test.

**Figure 1—figure supplement 2.**
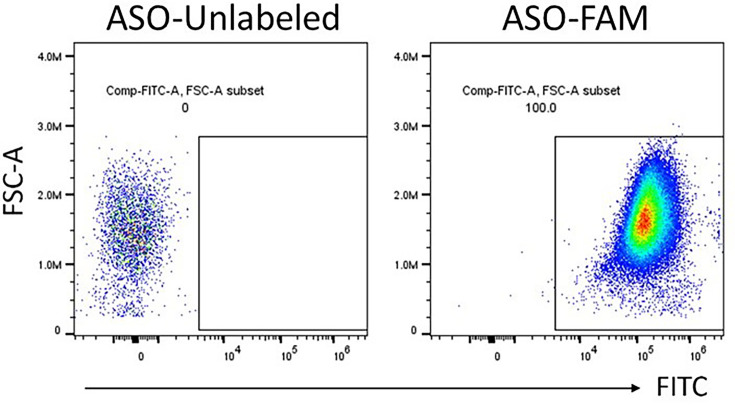
Efficient uptake of antisense oligonucleotides (ASOs) by cultured CD4 cells. Naïve murine CD4 cells were cultured under Treg polarizing conditions for 24 hr with scrambled ASOs that were either unlabeled or labeled with a fluorescein (FAM) tag (detected in the FITC channel). Uptake of ASOs was assessed by measuring FITC signal within cells via flow cytometry.

**Figure 1—figure supplement 3.**
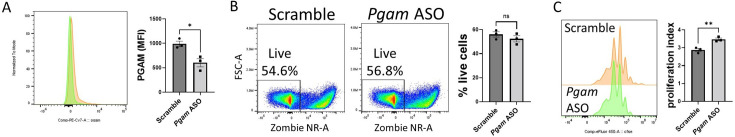
*Pgam* antisense oligonucleotides (ASOs) reduce PGAM1 expression without impacting viability. Naïve murine CD4 cells were cultured under Treg polarizing conditions for 72 hr with either scrambled or anti-*Pgam* ASOs. (**A**) PGAM1 expression and (**B**) cell viability were assayed by flow cytometry. Data represent mean ± SEM from three biological replicates. (**C**) Cell proliferation dye was used to quantify proliferation index, calculated as in Figure 1—figure supplement 1. Data represent mean ± SEM from three biological replicates. *p<0.05, **p<0.01 or ns = not-significant by Student’s t-test.

**Figure 1—figure supplement 4.**
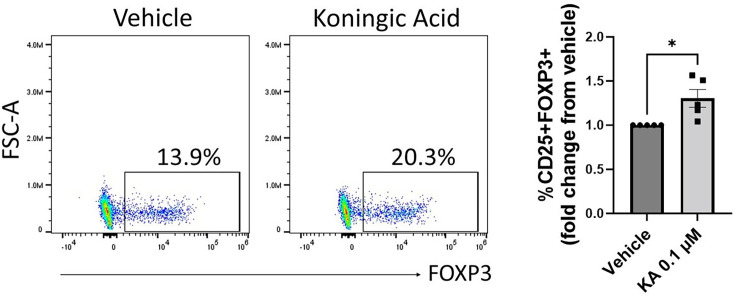
Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) inhibition promotes Treg polarization. Naïve murine CD4 cells were cultured under Treg polarizing conditions with vehicle or koningic acid (KA, 0.1 μM) for 96 hrs. Treg polarization was assayed by flow cytometry. Data represent mean ± SEM from five independent experiments performed in triplicate. *p<0.05 by Mann-Whitney U test.

**Figure 1—figure supplement 5.**
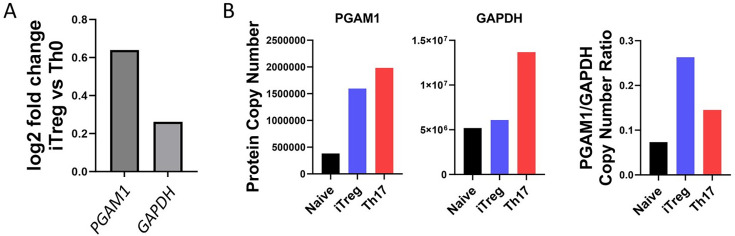
Increased Phosphoglycerate mutase (PGAM) to glyceraldehyde-3-phosphate dehydrogenase (GAPDH) expression ratio in regulatory T cells. (**A**) Analysis of a publicly available RNA sequencing (RNA-seq) dataset from human naïve CD4 cells cultured under either Th0 or Treg polarizing conditions for 72 hr (Ullah et al., 2018) shows log2 fold change of *PGAM1* expression versus *GAPDH* expression in iTreg cells. (**B**) Data from the ImmPres immunological proteome resource (Brenes et al., 2023) showing protein copy number of PGAM1 (*left*) and GAPDH (*middle*) as well as the ratio of PGAM1 to GAPDH protein copy number (*right*), derived from murine CD4 cells in the naïve state or polarized under Treg or Th17 conditions.

The differential upregulation of PGAM in Tregs suggested that it might play a physiologic regulatory role in these cells. We, therefore, wondered whether PGAM inhibition impacts Treg differentiation. To answer this question, we used epigallocatechin gallate (EGCG), a known inhibitor of PGAM (Li et al., 2017). We cultured naïve murine CD4 cells under Treg polarizing conditions with either vehicle (solvent alone) or EGCG and assessed Treg differentiation by quantifying the percentage of CD25^+^FOXP3^+^ cells by flow cytometry after 96 hr. Treatment with EGCG significantly reduced Treg differentiation (Figure 1D) without affecting proliferation or cell viability (Figure 1—figure supplement 1). To validate the effects of pharmacologic inhibition with genetic knockdown, we utilized antisense oligonucleotides (ASOs) targeting *Pgam* isoforms to reduce gene expression. Experiments conducted with fluorescently-tagged ASOs demonstrated near-complete ASO uptake by cultured CD4 cells after 24 hr (Figure 1—figure supplement 2). Compared to scrambled control ASOs, we found that ASOs targeting *Pgam* reduced PGAM1 protein levels (Figure 1—figure supplement 3) and significantly reduced Treg differentiation assessed by flow cytometry (Figure 1E). Because glycolysis is crucial for cell health, we wanted to know if PGAM knockdown was affecting survival and/or proliferation. We found that *Pgam* ASOs did not affect cell survival and led to a minor increase in cell proliferation (Figure 1—figure supplement 3).

To gain further insights into the effects of PGAM knockdown on Treg differentiation, we performed RNA-seq transcriptional profiling from unsorted naïve murine CD4 cells cultured under Treg polarizing conditions with either scrambled or *Pgam*-specific ASOs. 

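Each library was made from RNA of unsorted CD4 cells, the helper T cells from which Tregs arise, after 72 hr under Treg polarizing conditions. ASOs are short synthetic strands that bind a matching RNA, and they were present at 10 μM. There were 3 libraries labelled scrambled ASO and 3 labelled *Pgam* ASO. The authors deposited the count that Kallisto estimated for each Ensembl gene in each library, in whole numbers and without normalization. The total was 17588755, 18032805 and 16231127 counts in replicates 1, 2 and 3 labelled scrambled ASO, with a median of 17588755. It was 16589933, 15860476 and 16803881 counts in replicates 1, 2 and 3 labelled *Pgam* ASO, with a median of 16589933. The table lists 56748 genes, of which 28236 had a count of 0 in every library. The filterByExpr function of edgeR kept 14936 genes for testing. Counts were scaled by edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all tested genes. Fold changes are those of the libraries labelled *Pgam* ASO over the libraries labelled scrambled ASO, and expression is given in TMM-normalized CPM.
The targeted genes were examined first in every library. *Pgam1* (ENSMUSG00000011752) lies on chromosome 19 from 41911923 to 41918660 in the GENCODE M21 annotation of the mouse genome, GRCm38, and encodes PGAM1. Its counts were 10655, 8847 and 11414 in replicates 1, 2 and 3 labelled scrambled ASO, and 10601, 10299 and 11949 in those labelled *Pgam* ASO. Its expression was 595 ± 115 CPM (SD, n = 3) in the libraries labelled scrambled ASO and 675 ± 27.4 CPM (SD, n = 3) in those labelled *Pgam* ASO, and the groups overlapped. The log2 fold change was 0.18 (standard error 0.13, adjusted p = 0.331 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, it stayed between 0.047 and 0.33. The *Pgam1* transcripts share 37.1% of their 31-base stretches with other genes, mainly the pseudogene *Pgam1-ps2*, between which Kallisto has to divide reads. *Pgam2* (ENSMUSG00000020475) lies on chromosome 11 from 5801640 to 5803733. It was counted 93, 125 and 46 times in replicates 1, 2 and 3 labelled scrambled ASO, and 48, 42 and 44 times in those labelled *Pgam* ASO. The corresponding means were 4.94 ± 1.97 CPM (SD, n = 3) and 2.76 ± 0.197 CPM (SD, n = 3). The log2 fold change of *Pgam2* was -0.84 (standard error 0.31, adjusted p = 0.0854 from edgeR's quasi-likelihood test). The alternative that moved the test of *Pgam2* most among the tools and filters was edgeR with no filter on low counts, with a log2 fold change of -0.83 and an adjusted p of 0.0292. In that fit the standard errors were 0.0977 for *Pgam1* and 0.283 for *Pgam2*, so its p-values rest on another variance estimate than the main comparison. With replicate 3 labelled scrambled ASO left out, edgeR's log2 fold change of *Pgam2* was -1.12 with an adjusted p of 0.0144. With any other library left out, it ran from -0.90 to -0.56, with an adjusted p from 0.139 to 0.286. With replicate number as a block, edgeR's log2 fold changes were 0.20 for *Pgam1* (adjusted p = 0.286) and -0.77 for *Pgam2* (adjusted p = 0.129). Since neither targeted transcript passed an adjusted p of 0.05, the groups are named by their labels.

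**Figure D1:**
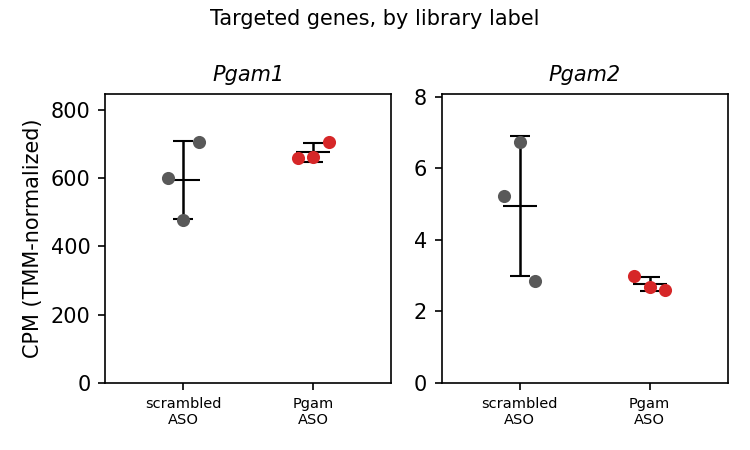
Expression of *Pgam1* and *Pgam2* in TMM-normalized CPM (vertical axes, from 0) for the 3 libraries of each label (points, replicates 1, 2 and 3 from left to right), with the mean and SD as lines. The *Pgam1* means were 595 and 675 CPM with overlapping points, and the *Pgam2* means were 4.94 and 2.76 CPM.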

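Principal component analysis was run on DESeq2's variance-stabilized values of the 500 most variable genes. The first component held 87.5% of the variance and the second 5.84%. On the first component, replicates 1, 2 and 3 labelled scrambled ASO had scores of -12.2, -20.03 and -6.31, and those labelled *Pgam* ASO had scores of 18.9, 13.3 and 6.45. The gap between the group means was 25.7, the largest of the 10 ways to split the 6 libraries into groups of 3 (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). With all 14936 genes kept by the filter in place of the 500, the alternative that moved the result most, the first component held 70.8%.
Gene lists stood in for the Hallmark sets, which were not used here. There were 27, some written by hand and some from Reactome, a database of pathways, and all were fixed before the counts were seen. Each was tested against all other tested genes with limma's camera, two-sided, with an inter-gene correlation fixed at 0.01, and p-values were adjusted over the 27 lists by the Benjamini-Hochberg method. The median log2 fold change of all tested genes was -0.0061. Of 59 genes in the list of MYC targets in ribosome biogenesis, 57 had higher expression in the libraries labelled *Pgam* ASO, with a median log2 fold change of 0.44 (camera adjusted p = 2.1e-14). In edgeR's quasi-likelihood test, 32 of the 59 had higher expression with an adjusted p under 0.05, and 0 had lower. Of 61 tested genes in the list of mTORC1 and ATF4 targets, 52 had higher expression, 37 of them with an adjusted p under 0.05 in edgeR's test, and the median log2 fold change was 0.45 (camera adjusted p = 2.1e-14). The Reactome set for mTOR signalling, which holds members of the pathway and not its transcriptional targets, had a median of 0.050 over 25 genes (camera adjusted p = 0.0889). E2F targets had a median log2 fold change of 0.32, with 47 of 49 genes higher (camera adjusted p = 7.5e-12), and G2/M genes one of 0.20, with 37 of 43 higher (camera adjusted p = 1.31e-06). The Reactome set for DNA repair had a median of 0.14 over 130 genes (camera adjusted p = 0.00184), and that for respiratory electron transport one of 0.19 over 75 genes (camera adjusted p = 0.00216). In that last set, edgeR's test had 7 genes higher and 8 lower with an adjusted p under 0.05, the 8 lower all mitochondrially encoded, and over the alternatives other than the estimated correlation the camera adjusted p reached 0.0543. The Reactome set for the unfolded protein response had a median of 0.11 over 14 genes (camera adjusted p = 0.586).
In all, 16 of the 27 lists had an adjusted p under 0.05 with camera. Among the other ways to split the libraries into groups of 3, 3 gave 16 to 18 such lists. Preranked gene set enrichment with fgsea brought 15 of the 27 past that threshold, and camera with replicate number as a block also 15. The alternative that moved the count most was camera with the correlation within each list estimated from the 6 libraries, which brought 0 lists past an adjusted p of 0.05 and 0 past an unadjusted one. Under that setting the adjusted p-values ran from 0.44 to 0.991.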

PCA analysis showed that *Pgam* ASOs led to major transcriptional changes (Figure 1F), with major effects on MYC targets and mTORC1 signaling (Figure 1G), among other changes. 

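For 12 genes of helper T cell function that the paper reports for these libraries, expression was compared in the same edgeR test. *Foxp3* (ENSMUSG00000039521), on chromosome X from 7573644 to 7595245, encodes the transcription factor that marks Tregs. Its expression was 291 ± 74.7 CPM (SD, n = 3) in the libraries labelled scrambled ASO and 110 ± 20.6 CPM (SD, n = 3) in those labelled *Pgam* ASO. The log2 fold change was -1.41 (standard error 0.20, adjusted p = 0.00567 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, it stayed between -1.57 and -1.20. *Foxp3* shares 26.4% of its 31-base stretches with other genes, mainly the antisense transcript *Flicr* and *Ccdc22*, of which *Ccdc22* is listed at 0 in every library. *Ikzf3* (ENSMUSG00000018168), on chromosome 11 from 98464902 to 98546031, encodes a zinc finger protein of the Ikaros family. It fell from 101 ± 42.9 CPM (SD, n = 3) to 17.4 ± 5.26 CPM (SD, n = 3), a log2 fold change of -2.54 (standard error 0.38, edgeR adjusted p = 0.0122). *Il17a* (ENSMUSG00000025929), on chromosome 1 from 20730905 to 20734496, encodes the cytokine IL-17A. It rose from 3.04 ± 0.217 CPM (SD, n = 3) to 12.4 ± 6.41 CPM (SD, n = 3), a log2 fold change of 2.02 (standard error 0.34, edgeR adjusted p = 0.0073). *Il9* (ENSMUSG00000021538), on chromosome 13 from 56479277 to 56482246, encodes the cytokine IL-9. It rose from 5.05 ± 3.06 CPM (SD, n = 3) to 26.0 ± 6.52 CPM (SD, n = 3), a log2 fold change of 2.37 (standard error 0.47, edgeR adjusted p = 0.022). With no filter on low counts, edgeR's adjusted p for *Il9* was 0.101.
*Il22* (ENSMUSG00000074695), on chromosome 10 from 118204942 to 118210047, encodes the cytokine IL-22 and had too few counts for the filter to keep it. Its counts were 4, 2 and 4 in replicates 1, 2 and 3 labelled scrambled ASO, and 23, 17 and 5 in those labelled *Pgam* ASO. Its expression was 0.194 ± 0.075 CPM (SD, n = 3) against 0.938 ± 0.581 CPM (SD, n = 3), a log2 ratio of mean CPM of 2.28. Tested with no filter on low counts, it had a log2 fold change of 2.25 (standard error 0.68, adjusted p = 0.0106 from edgeR's quasi-likelihood test). That fit moved the standard errors of other genes both ways, for *Foxp3* from 0.201 to 0.107 and for *Il9* from 0.47 to 0.599. Its p-values thus rest on another variance estimate than the main comparison. With a library left out, where the filter kept *Il22*, the edgeR adjusted p ran from 0.0139 to 0.133. DESeq2 gave it no adjusted p. *Il22* shares 53.6% of its 31-base stretches with its paralog *Iltifb*, which had 3 counts over all libraries. Of the other 7 genes, *Il2ra* and *Cxcl3* had higher expression in the libraries labelled *Pgam* ASO, with log2 fold changes of 0.52 and 2.79. *Lgals3*, *Il7r*, *Maf*, *Ccl5* and *Il1rn* had lower expression, with log2 fold changes from -1.16 for *Ccl5* to -0.61 for *Maf*. All 11 genes that were tested had an adjusted p under 0.05 in edgeR's quasi-likelihood test, both over all 14936 genes and over the 11 alone. The list holds the paper's own calls on these data, so the count over the list alone shows no stability. In each of the 12 genes, every library of one label lay above every library of the other. With replicate number as a block, 9 of the 11 had an adjusted p under 0.05, and *Il1rn* (adjusted p = 0.0686) and *Cxcl3* (adjusted p = 0.0679) did not. With each library left out in turn, between 4 and 11 of them did, the alternative that moved the count most.

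**Figure D2:**
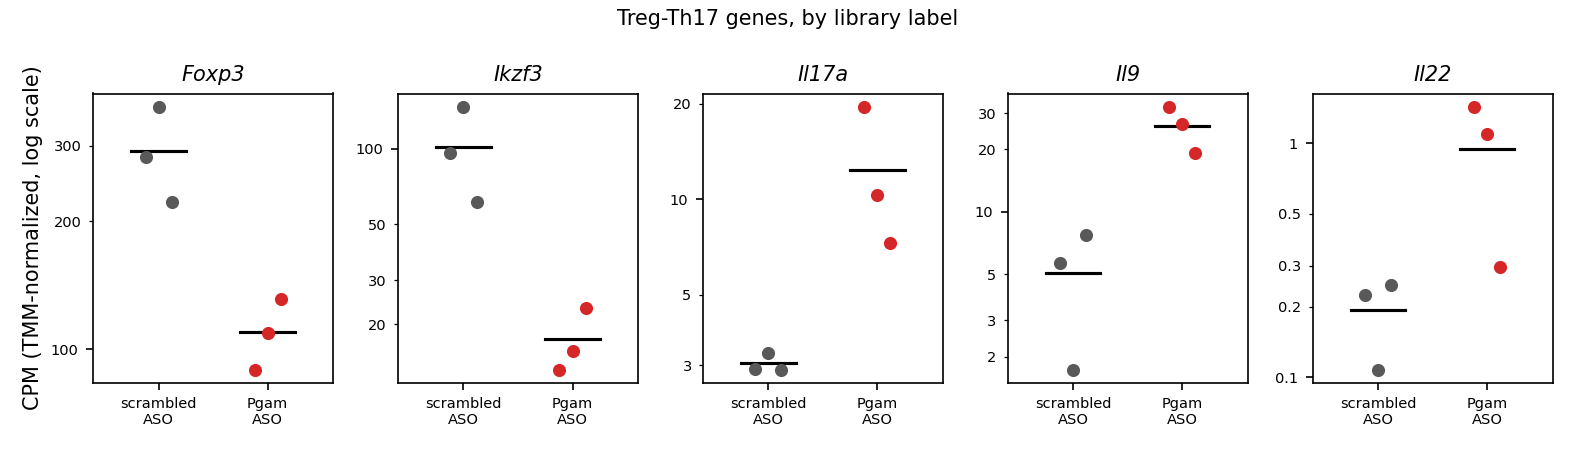
Expression of *Foxp3*, *Ikzf3*, *Il17a*, *Il9* and *Il22* in TMM-normalized CPM (vertical axes, log scale) for the 3 libraries of each label (points, replicates 1, 2 and 3 from left to right), with lines at the means. The means of the libraries labelled scrambled ASO and *Pgam* ASO were 291 and 110 CPM for *Foxp3*, and 3.04 and 12.4 CPM for *Il17a*.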

We then performed differential expression analysis on a subset of genes important in the Treg-Th17 axis and found that cells treated with *Pgam* ASOs had significantly higher expression of pro-inflammatory genes such as *Il17*, *Il22*, and *Il9*, while significantly lower expression of genes involved in Treg differentiation such as *Foxp3* and *Izkf3* (Figure 1H). A complete list of differentially expressed genes can be found in Supplementary file 1.

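Over the 14936 genes tested from the deposited counts, 2565 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Expression in the libraries labelled *Pgam* ASO was higher for 1199 of them and lower for 1366. An absolute log2 fold change of at least 1 was reached by 674 of these genes, 192 higher and 482 lower. In 5894 tested genes, 39.5% of all, the libraries of the 2 labels did not overlap. Averaged over the 10 ways to split the libraries into groups of 3, that share is 10% whatever the data, apart from ties. Genes vary together, so 1 split can lie far from 10% by chance. The share was not computed for the other splits. DESeq2, the tool the paper names, called 3078 genes at an adjusted p under 0.05, 1532 higher and 1546 lower, of which 2501 were also among edgeR's calls in the same direction. Leaving out each library in turn moved the count most, to between 391 and 3484 genes. With replicate number as a block, edgeR called 1235 genes, 480 higher and 755 lower, of which 1221 were among the 2565 in the same direction. A part of the paper's Supplementary file 1 covering 1998 genes could be read, and all of them were tested here. The paper's adjusted p is under 0.05 for 694 of these, of which edgeR here called 525, each in the paper's direction, and all 694 had the paper's sign. The paper's log2 fold changes and those from edgeR differed by a median of 0.0077 over the 1998 genes.
The named genes with the largest changes were taken from those with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the labels. The 5 that rose most all encode cytokines. *Il5* (ENSMUSG00000036117), on chromosome 11 from 53720794 to 53725106, rose from 0.499 ± 0.0631 CPM (SD, n = 3) to 10.4 ± 4.61 CPM (SD, n = 3), a log2 fold change of 4.37 (standard error 0.39, edgeR adjusted p = 0.000401). The others were *Il13*, *Il2*, *Il24* and *Il3*, with log2 fold changes of 3.77, 3.70, 3.26 and 3.12 and edgeR adjusted p-values of 0.0131, 0.00335, 0.0187 and 0.00786. Summed with *Ntan1*, which shares 14.2% of its 31-base stretches and has more counts, *Il2* had a log2 fold change of 0.52 (edgeR adjusted p = 0.0174). Among the 5 that fell most, *Prss12* (ENSMUSG00000027978), on chromosome 3 from 123446913 to 123506597, encodes a serine protease. It fell from 14.6 ± 7.19 CPM (SD, n = 3) to 0.926 ± 0.428 CPM (SD, n = 3), a log2 fold change of -3.97 (standard error 0.44, edgeR adjusted p = 0.00141). *Gm37403* was counted 27, 154 and 15 times in replicates 1, 2 and 3 labelled scrambled ASO and 0, 0 and 1 times in those labelled *Pgam* ASO. Against a floor of 3 counts it was at least 19.4-fold lower (edgeR adjusted p = 0.022). That bound rests mostly on replicate 2 labelled scrambled ASO, at 8.32 CPM against 1.52 and 0.929 CPM in replicates 1 and 3. *Gm14085*, *Gm20743* and *Ly6c1* had log2 fold changes of -5.98, -4.96 and -4.17 with edgeR adjusted p-values of 0.0286, 0.0428 and 0.0266. In these too, replicate 2 labelled scrambled ASO was highest, at 117, 13.2 and 14.7 CPM. Replicates 1 and 3 had 41.3 and 13.3 CPM for *Gm14085*, 3.83 and 0.744 CPM for *Gm20743*, and 6.3 and 1.43 CPM for *Ly6c1*. *Gm37403* lies within the span of *Gm20743* on chromosome 1, on the other strand, so they need not be separate changes. With replicate number as a block, edgeR's adjusted p for *Gm14085* was 0.068. With no filter on low counts, those of *Gm14085*, *Gm20743*, *Ly6c1* and *Il24* were 0.0923, 0.178, 0.114 and 0.0561. *Gm14085* shares 39.4% of its 31-base stretches with other genes, mainly *Slc28a2*, and *Ly6c1* shares 46.8%, mainly with *Ly6c2* and *Ly6a*. Summed with the genes sharing at least 10%, the log2 fold changes were -1.79 for *Gm14085* (edgeR adjusted p = 0.056) and 0.47 for *Ly6c1* (edgeR adjusted p = 0.0183). The added genes had 5706 counts against 3164 for *Gm14085* and 10798 against 427 for *Ly6c1*, so these sums mostly follow the added genes.
From the higher expression of *Il17*, *Il22* and *Il9* and the lower expression of *Foxp3* and *Ikzf3* (Figure 1H), the paper states that cells treated with *Pgam* ASOs had more pro-inflammatory gene expression and less expression of genes involved in Treg differentiation.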

Given the observed changes in transcriptional profile and differentiation markers, we next asked whether PGAM knockdown leads to functional changes in Treg suppressive activity. Compared to treatment with scrambled ASOs, *Pgam* ASO-treated Tregs were less effective at suppressing effector T (Teff) cell proliferation, indicating diminished suppressive function (Figure 1I). To determine whether PGAM expression is associated with Treg suppressive activity in human disease, we examined a published scRNA-seq dataset of tumor-infiltrating Tregs (TIL-Tregs) isolated from surgically resected non-small cell lung cancer (Dykema et al., 2023). Among the 10 distinct subsets of TIL-Tregs identified in this study, one subset, the OX40^hi^GITR^hi^ cluster [termed ‘Activated (1)’ by the authors] had markedly increased suppressive activity and was enriched in patients who were resistant to immune checkpoint blockade. Strikingly, *PGAM1* was significantly overexpressed in the highly suppressive OX40^hi^GITR^hi^ cluster compared to the 9 other TIL-Treg subsets (Figure 1J). Moreover, *PGAM1* expression was selectively increased in this subset relative to proximal, rate-limiting glycolytic enzymes, suggesting a unique association between PGAM expression and Treg suppressive activity.

Taken together, these findings demonstrate a critical role for PGAM in promoting Treg differentiation and suppressive function, in vitro as well as in healthy and diseased human states. The positive regulatory role of PGAM in Tregs was intriguing, since glycolysis has generally been associated with decreased Treg function. Indeed, whereas inhibition or knockdown of PGAM led to decreased Treg differentiation, our own prior work found that similar inhibition of GAPDH, which catalyzes a reaction only two steps upstream from PGAM in glycolysis, had the opposite effect (Kornberg et al., 2018) – a finding we replicated here with the GAPDH inhibitor koningic acid (Figure 1—figure supplement 4). Consistent with this observation, the ratio of *PGAM1* to *GAPDH* mRNA levels increased in human iTregs vs. Th0 cells (Figure 1—figure supplement 5), and PGAM2 protein levels increased out of proportion to GAPDH (and other glycolytic enzymes) in ex vivo Tregs (Figure 1C). Similarly, a review of published data from the ImmPres immunological proteome resource (http://immpres.co.uk/; Brenes et al., 2023) shows increased PGAM1/GAPDH protein copy number ratio in murine iTregs versus Th17 cells (Figure 1—figure supplement 5), further implicating a specific role for PGAM in the Treg-Th17 axis. The discordant roles of GAPDH and PGAM in Tregs led us to focus on the glycolytic metabolites downstream of GAPDH and upstream of PGAM, as the concentrations of these metabolites would be differentially impacted by the two enzymes (Figure 2A).

**Figure 2.**
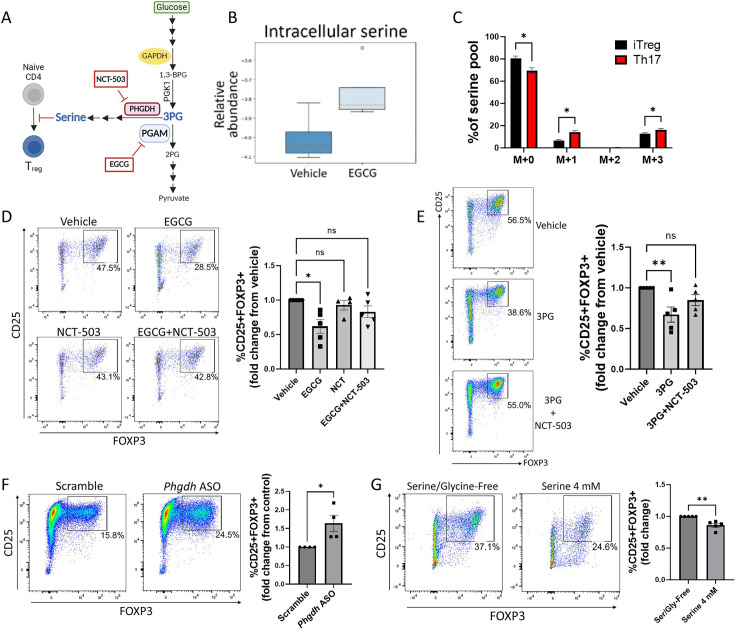
Phosphoglycerate mutase (PGAM) regulates Treg differentiation through control of de novo serine synthesis. (**A**) Schematic diagram of the intersection of glycolysis and the de novo serine synthesis pathway via the PGAM substrate 3 PG. Pharmacologic inhibitors are shown in red boxes. This panel was created using BioRender.com. (**B**) Naïve murine CD4 cells were cultured under Treg polarizing conditions for 4 days and treated with vehicle or epigallocatechin gallate (EGCG) (20 μM) on day 1. Unsorted cells were then lysed and metabolites were extracted and analyzed via LC-MS. Data from four biological replicates. (**C**) The rate of glucose-derived serine synthesis from polarized murine Tregs or Th17 cells was measured by adding U^13^C-glucose to the culture media for 6 hr and quantifying the percentage of labeled/unlabeled serine via LC-MS. The mass isotopomer distribution (MID) of U^13^C-glucose-derived serine and percent contribution to the total serine pool is shown. Data represent mean ± SEM from three biological replicates. (**D**) Naïve murine CD4 cells were cultured under Treg polarizing conditions for 4 days. On day 1, the cells were treated with vehicle or the indicated combinations of the PGAM inhibitor EGCG (10 μM) and the PHGDH inhibitor NCT-503 (10 μM) (doses optimized for combination treatment). Treg polarization was assayed by flow cytometry. Data represent mean ± SEM from five independent experiments. (**E**) Naïve murine CD4 cells were polarized under Treg conditions for 4 days. On day 1 of polarization, cells were either sham-electroporated or supplemented with 3 PG (1.5 mM) by electroporation and treated with vehicle or the PHGDH inhibitor NCT-503 (10 μM). Analysis was performed by flow cytometry. Data represent mean ± SEM from five independent experiments. (**F**) Naïve CD4 cells were cultured under Treg polarizing conditions with either scrambled or anti-*Phgdh* ASOs, and Treg generation was analyzed by flow cytometry. Data represent mean ± SEM from four independent experiments. (**G**) Naïve murine CD4 cells were cultured under Treg polarizing conditions for 4 days with either serine/glycine-free media or serine/glycine-free media supplemented with 4 mM serine, followed by flow cytometric analysis. Data represent mean ± SEM from five independent experiments. *p<0.05, **p<0.01 by Mann-Whitney U test (**F, G**), Kruskal-Wallis test with multiple comparisons testing (**D, E**), or Student’s t-test with multiple hypothesis correction (**C**). Each independent experiment shown in (**D-E**) included three to four biological replicates.

### PGAM regulation of Treg differentiation is mediated by 3PG and de novo serine synthesis

PGAM metabolizes the glycolytic intermediate 3 PG into 2 PG (DiMauro et al., 1981; Koo and Oskarsson, 2016). In addition to its role in glycolysis, 3 PG is the starting substrate for the de novo serine synthesis pathway (Lunt and Vander Heiden, 2011; He et al., 2023). Given previous work implicating various roles for serine in T cells (Ron-Harel et al., 2016; Ma et al., 2017; Kurniawan et al., 2020), we hypothesized that PGAM enzymatic activity regulates Treg differentiation and function by controlling levels of 3 PG with downstream effects on serine synthesis (Figure 2A). To test this hypothesis, we first cultured naïve murine CD4 cells under Treg polarizing conditions with either vehicle or the PGAM inhibitor EGCG and measured intracellular serine levels from unsorted cells by mass spectrometry. As anticipated, PGAM inhibition with EGCG increased intracellular levels of serine in Tregs (Figure 2B). We next asked whether glucose-derived de novo serine synthesis is physiologically regulated during Treg differentiation, focusing on the reciprocal Treg-Th17 axis. Following incubation with uniformly 13-carbon labeled glucose (U^13^C-glucose), serine that is newly synthesized from 3 PG has a mass shift of 3 (M+3) when analyzed by mass spectrometry, whereas unlabeled, non-glucose-derived serine has no mass shift (M+0). We differentiated naïve murine CD4 cells into either Tregs or Th17 cells for 72 hr. After 6 hr glucose starvation, the cells were incubated with U^13^C-glucose for an additional 6 hr. Using mass spectrometry, we found that ^13^C-labeling of serine was significantly higher in Th17 cells compared to Tregs (Figure 2C), indicating that flux through de novo serine synthesis is physiologically downregulated in Tregs compared to Th17 cells. Because serine can be recycled via one-carbon metabolism, we observed an increase in one-carbon-labeled (M+1) serine as well as M+3 serine in Th17 cells relative to Treg cells.

If the role of PGAM in Treg differentiation depends on de novo serine synthesis, then the effects of PGAM inhibition should be rescued by simultaneously blocking the serine synthesis pathway. To this end, we cultured naïve murine CD4 cells under Treg polarizing conditions and treated them with the PGAM inhibitor EGCG ±NCT-503, an inhibitor of phosphoglycerate dehydrogenase (PHGDH, the rate-limiting enzyme of serine synthesis from 3 PG) (Bojkova et al., 2023; Pacold et al., 2016). As before, PGAM inhibition with EGCG inhibited Treg differentiation as assessed by FOXP3 expression, but this was reversed by PHGDH inhibition with NCT-503 (Figure 2D). Similarly, if PGAM regulates Tregs by controlling concentrations of 3 PG (the substrate for serine synthesis), then direct supplementation of 3 PG should replicate the effects of PGAM inhibition. To test this, 3 PG was delivered to naïve murine CD4 cells via electroporation, followed by Treg polarization. As expected, 3 PG supplementation decreased FOXP3 expression, which was rescued by PHGDH inhibition with NCT-503 (Figure 2E). To further validate the role of de novo serine synthesis in Tregs, we used *Phgdh*-targeted ASOs and found that genetic knockdown of PHGDH led to augmented Treg differentiation as assessed by FOXP3 expression (Figure 2F).

The above findings demonstrate that PGAM regulates Treg differentiation by controlling flux through the serine synthesis pathway. Because serine can be derived from both de novo intracellular synthesis and extracellular sources, we next asked whether extracellular serine also affects Treg differentiation. We cultured naïve murine CD4 cells under Treg polarizing conditions in either serine/glycine-free media or serine/glycine-free media supplemented with 4 mM serine. Deprivation of both serine and glycine is required to evaluate the role of extracellular serine, as glycine can be converted to serine via the enzyme serine hydroxymethyltransferase (SHMT) (He et al., 2023). The presence of extracellular serine diminished Treg differentiation (Figure 2G), indicating that both synthesized and exogenous serine impact Treg generation.

### Synthesized and dietary serine regulate Treg function in vivo

After finding that serine derived from both extracellular sources and de novo synthesis inhibits Treg polarization in vitro, we investigated the effect on Tregs of altering serine availability in vivo. We first examined the impact of dietary serine restriction by maintaining mice immediately post-weaning on either a serine/glycine-free diet or isocaloric control diet. After 8 weeks, we measured Treg abundance in peripheral blood by flow cytometry. Mice fed a serine/glycine-free diet had significantly higher proportions of Tregs in peripheral blood (Figure 3A). To determine whether this effect on Tregs translates to protection in a murine model of autoimmunity, we used the myelin oligodendrocyte glycoprotein (MOG)_35-55_ experimental autoimmune encephalomyelitis (EAE) model of multiple sclerosis (MS). Mice were transitioned to a serine/glycine-free or isocaloric control diet beginning one week prior to immunization with MOG_35-55_, and disease severity was monitored by a blinded scorer. A serine/glycine-free diet significantly attenuated disease severity, delaying the onset of neurologic deficits and reducing peak clinical scores (Figure 3B–D).

**Figure 3.**
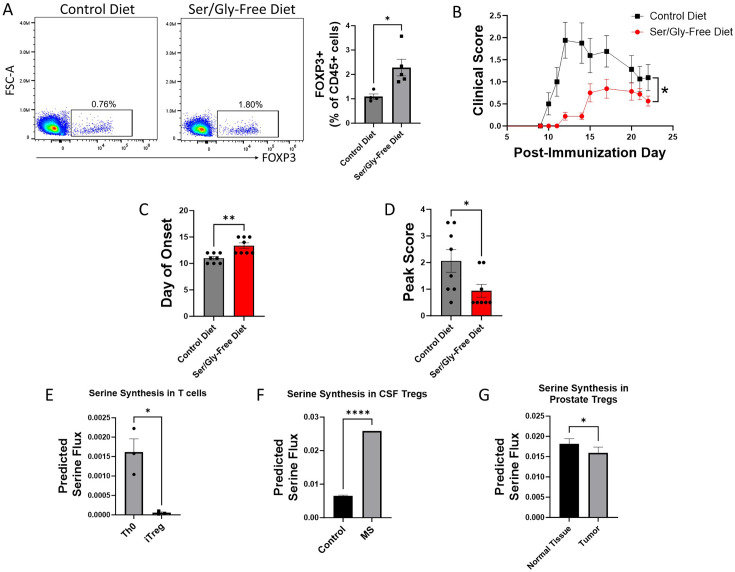
Serine synthesis and dietary availability regulate Tregs in vivo and in disease states. (**A**) C57BL/6 mice were fed either serine/glycine-free diet or control diet for 8 weeks, beginning immediately post-weaning. Peripheral Tregs from blood were quantified by flow cytometry as the percentage of CD45^+^ cells expressing FOXP3. Data represent mean ± SEM from four to five mice per group. (**B-D**) Mice were fed either serine/glycine-free diet or control diet for 7 days and then subjected to MOG_35-55_ EAE. Clinical scoring was performed by a blinded observer. Data represent mean ± SEM from eight mice per group. Shown are (**B**) clinical scores over the course of the experiment, (**C**) day of neurologic symptom onset, and (**D**) peak clinical scores. (**E-G**) Publicly available RNA-seq data from three different datasets were analyzed using single-cell flux estimation analysis (SCFEA) to model serine synthesis rates from mRNA levels of metabolic enzymes. (**E**) SCFEA from human naïve CD4 cells cultured under either Th0 or Treg polarizing conditions for 72 hr (Ullah et al., 2018) predicts decreased serine synthesis in iTregs. (**F**) Predicted serine synthesis is increased in Tregs derived from cerebrospinal fluid of patients with treatment-naïve relapsing multiple sclerosis (MS) compared to controls (Schafflick et al., 2020). (**G**) Predicted serine synthesis is decreased in Tregs derived from prostate cancer versus control prostate (Camps et al., 2023). *p<0.05, **p<0.01, ****p<0.00001 by Student’s t-test (**A, E, F, G**), Mann-Whitney U test (**C, D**), and two-way ANOVA with repeated measures (**B**).

We next asked whether de novo serine synthesis is altered in human Tregs in disease. Using publicly available RNA-seq and scRNA-seq data, we estimated the rate of de novo serine synthesis using single-cell flux estimation analysis (SCFEA) (Alghamdi et al., 2021), which constructs a global set of metabolic reactions as a factor map and uses multi-layer neural networks to model reaction rates from mRNA levels of metabolic enzymes. We applied SCFEA to human Th0 and iTreg cells differentiated from naïve CD4 cells in vitro (Ullah et al., 2018) and found that serine synthesis was downregulated in iTregs (Figure 3E). Autoimmunity occurs when Tregs fail to adequately regulate the immune response, so we wondered whether the predicted rate of de novo serine synthesis would be altered in Tregs derived from patients with autoimmune disease. Using scRNA-seq data derived from Tregs isolated from the cerebrospinal fluid (CSF) of patients with treatment-naïve relapsing MS and controls (Schafflick et al., 2020), we found the predicted rate of serine synthesis was significantly higher in Tregs from MS patients (Figure 3F). Conversely, while autoimmunity results from inadequate Treg suppressive function, Tregs in the tumor microenvironment have pathologically high suppressive function. We examined scRNA-seq data from Tregs derived from healthy prostate and prostate cancer (Tuong et al., 2021) from the IMMUcan database (Camps et al., 2023) and found that prostate tumor-infiltrating Tregs had significantly lower predicted serine synthesis than Tregs from healthy prostate (Figure 3G). Consistent with our earlier findings that serine synthesis inhibits Treg function, these analyses suggest that serine synthesis within Tregs is higher in autoimmunity and lower in the tumor microenvironment, thereby negatively correlating with expected Treg suppressive function in human disease.

### Serine inhibits Treg generation by contributing to one-carbon metabolism and DNA methylation

We next examined the mechanistic links between serine metabolism and Treg function. Serine can serve as a one-carbon donor by entering the one-carbon metabolism cycle, which depends on conversion into glycine by the enzyme SHMT1/2 (Reina-Campos et al., 2020; Figure 4A). To determine whether the effects of serine on Treg differentiation depend on contributions to one-carbon metabolism, we cultured naïve murine CD4 cells under Treg polarizing conditions with either vehicle or the SHMT1/2 inhibitor SHIN1 (Makino et al., 2022; Ducker et al., 2017). Inhibiting SHMT1/2 increased Treg polarization (Figure 4B) and mitigated the inhibitory effect of extracellular serine on Tregs (Figure 4C). Because methionine can compensate as a one-carbon donor, other groups have found that the contribution of serine to one-carbon metabolism is greater in the absence of methionine (Maddocks et al., 2016). To further the idea that serine inhibits Treg polarization by contributing to one-carbon metabolism, we cultured naïve murine CD4 cells under Treg polarizing conditions in methionine-free media supplemented with either methionine or excess serine. Although methionine supplementation had little effect in the presence of physiologic extracellular serine (0.4 mM), excess extracellular serine (4 mM) was highly potent in inhibiting Treg polarization in the absence of methionine (Figure 4D). These studies suggest that the regulatory role of serine in Tregs is mediated at least in part through one-carbon metabolism.

**Figure 4.**
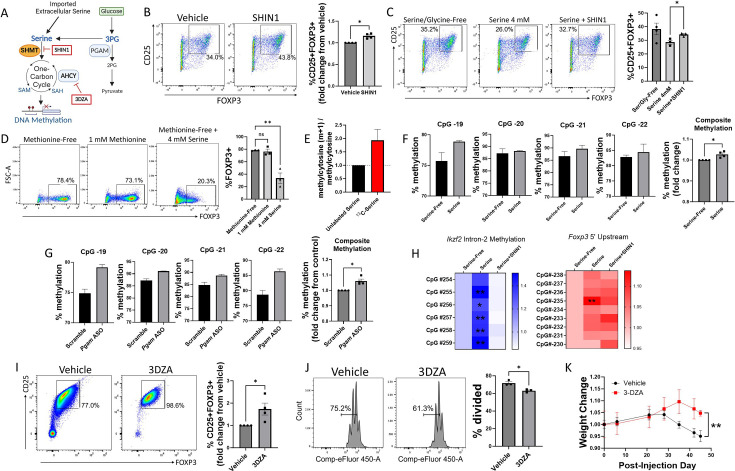
Serine inhibits Treg polarization by contributing to one-carbon metabolism and methylation of Treg-associated genes. (**A**) Schematic diagram of serine entry into one-carbon metabolism and the methyl donor cycle. Pharmacologic inhibitors are shown in red boxes. This panel was created using BioRender.com. (**B**) Naïve murine CD4 cells were cultured under Treg polarizing conditions for 72 hr with either vehicle or SHIN1 (SHMT1/2 inhibitor, 1 μM) added at day 0 of culture. Treg polarization was assayed by flow cytometry. Data represent mean ± SEM from four independent experiments, with 3–4 biological replicates per experiment. (**C**) Naïve murine CD4 cells were cultured in serine/glycine-free media, media containing 4 mM serine, or media with serine plus SHIN1 (1 μM). Treg polarization was assayed by flow cytometry. Data represent mean ± SEM from three to four biological replicates per condition. (**D**) Naïve murine CD4 cells were cultured in methionine-free media supplemented with vehicle, 1 mM methionine, or 4 mM serine, and FOXP3 expression was assayed by flow cytometry. Data represent mean ± SEM from three biological replicates. (**E**) Naïve murine CD4 cells were cultured in serine/glycine-free media for 48 hr under Treg polarizing conditions and then for 12 hr with either unlabeled serine or U^13^C-serine. The mass isotopomer ratio of carbon-labeled methylcytosine (m+1) / unlabeled methylcytosine from unsorted cells is shown. Data represent mean ± SEM from three biological replicates. (**F**) Naïve CD4 cells were cultured under Treg polarizing conditions with either serine/glycine-free media or 4 mM serine. Methylation at the *Foxp3* TSDR was assayed by pyrosequencing from unsorted cells. The composite methylation was calculated as the percent methylation for each of the 4 CpG sites measured in the assay normalized to the serine/glycine-free condition. Data derived from three biological replicates per condition. (**G**) Naïve CD4 cells were cultured under Treg polarizing conditions with either scrambled or anti-*Pgam* ASOs. Methylation at the *Foxp3* TSDR was assayed by pyrosequencing from unsorted cells. The composite methylation was calculated as the percent methylation at each of the 4 CpG sites measured in the assay normalized to scrambled control. Data derived from three biological replicates per condition. (**H**) Naïve murine CD4 cells were cultured in serine/glycine-free media, media containing 4 mM serine, or media with serine plus SHIN1 (1 μM). Bisulfite-treated DNA was sequenced from unsorted cells using a Treg-specific next generation sequencing panel, and percent methylation of key sites was calculated. Data derived from three biological replicates per condition. (**I**) Naïve CD4 cells were cultured under Treg polarizing conditions with either vehicle or 3-Deazaadenosine (3DZA, AHCY inhibitor, 5 μM). Treg polarization was assayed by flow cytometry. Data represent mean ± SEM from 4 independent experiments, with three to four biological replicates per experiment. (**J**) Naïve CD4 cells were polarized to Tregs with either vehicle or 3DZA and then cultured with CD4 cells stimulated with CD3/CD28 to evaluate Treg suppressive function. CD4 cell proliferation was measured by flow cytometry. Data represent mean ± SEM from 3 biological replicates. (**K**) Naïve CD4 cells were cultured under Treg polarizing conditions with either vehicle or 3DZA, and 10^6^ cells were then transferred into RAG -/- mouse recipients along with 10^7^ activated CD4 cells. Mice were weighed at the specified times and weights are shown relative to the weight at the day of injection. Data represent mean ± SEM from five mice per group. *p<0.05, **p<0.01 by Mann-Whitney U test (**B, F, G, I**), one-way ANOVA with Tukey’s multiple comparisons testing (**C, D**), two-way ANOVA with Dunnett’s multiple comparison testing (**H**), Student’s t-test of average final weight (**K**), or Student’s t-test (**J**).

**Figure 4—figure supplement 1.**
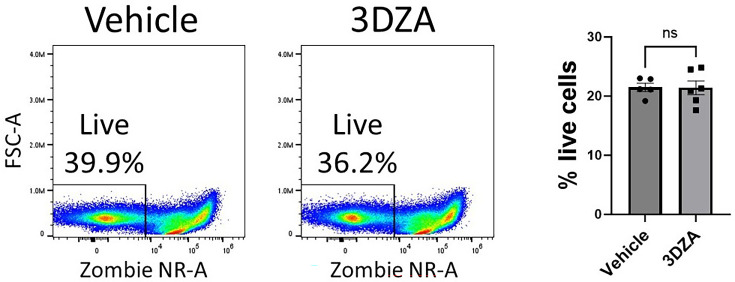
3DZA does not affect viability. Naïve murine CD4 cells were cultured under Treg polarizing conditions for 72 hr with either vehicle or 3DZA (5 μM). Cell viability was assayed by flow cytometry. Data represent mean ± SEM from five to six biological replicates. ns = not significant by Student’s t-test.

**Figure 4—figure supplement 2.**
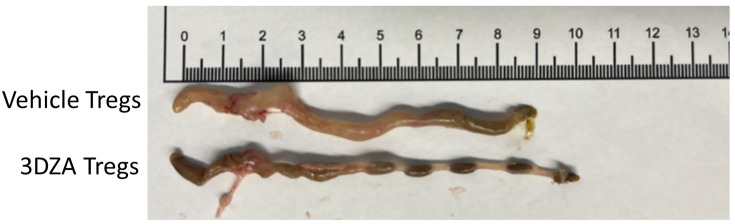
Tregs polarized with 3DZA are more suppressive in the T cell transfer model of autoimmune colitis. Naïve murine CD4 T cells were cultured under Treg polarizing conditions with either vehicle or 3DZA and 10^6^ cells were transferred into RAG^-/-^ mouse recipients along with 10^7^ activated CD4 T cells. Mice injected with vehicle-treated Tregs showed colonic wall thickening indicative of more severe colitis.

A crucial role of one-carbon metabolism is to provide methyl groups for methylation reactions, and DNA methylation represents a key epigenetic mechanism used to silence gene transcription (Mentch and Locasale, 2016). We, therefore, asked whether serine entry into one-carbon metabolism contributes to DNA methylation in Tregs, so we conducted a carbon tracing experiment in which Tregs were cultured in media containing uniformly 13-carbon-labeled serine (U^13^C-serine) for 12 hr before DNA was isolated from the unsorted cells and analyzed by mass spectrometry. We found that serine directly contributed to cytosine methylation, as measured by carbon labeling of methylcytosine (Figure 4E). Demethylation of the Treg-specific demethylated region (TSDR) in Tregs is a critical step for the generation of stable, bona fide Tregs, and methylation in this region is associated with transient or unstable expression of FOXP3 and suppressive activity (Polansky et al., 2008). We, therefore, investigated the effects of extracellular serine and PGAM knockdown on methylation of the TSDR via pyrosequencing. In a first set of experiments, naïve murine CD4 cells were cultured under Treg polarizing conditions in either serine/glycine-free media or media containing serine. The presence of extracellular serine increased TSDR methylation (Figure 4F). Genetic knockdown of PGAM using ASOs similarly increased TSDR methylation (Figure 4G). Taken together, these findings demonstrate that both extracellular serine and PGAM-regulated serine synthesis increase the methylation, and therefore silencing, of Treg-associated genes.

Given the promising results seen with pyrosequencing, we next used a next generation sequencing panel to identify CpG sites in Treg-specific genes whose methylation is regulated by serine (Figure 4H). Methylation of *Ikzf2* (Helios) was significantly increased with the addition of extracellular serine, but this was reversed by blocking serine entry into one-carbon metabolism with the SHMT inhibitor SHIN1. In the 5’ upstream region of the *Foxp3* gene, one CpG site showed significantly higher methylation in the presence of serine, and this effect was reversed by SHIN1. A complete list of CpG methylation levels can be found in Supplementary file 2.

To definitively link methylation to Treg differentiation and suppressive function, we blocked methylation in Tregs with 3-Deazaadenosine (3DZA), an inhibitor of S-adenosylhomocysteine (SAH) hydrolase. SAH hydrolase degrades SAH and prevents recycling of the methyl donor S-adenosylmethionine (SAM) (Jeong et al., 1999). In naïve murine CD4 cells cultured under Treg polarizing conditions, 3DZA increased Treg differentiation (Figure 4I) without affecting cell viability (Figure 4—figure supplement 1). Treatment with 3DZA similarly augmented suppressive function in cultured murine Tregs (Figure 4J). To determine the in vivo relevance of these findings, we used an adoptive transfer RAG colitis mouse model. Conventional murine CD4 cells were activated ex vivo and injected into RAG^-/-^ mice to induce colitis, along with simultaneous injection of Tregs that had been treated during differentiation with either vehicle or 3DZA. Mice injected with Tregs polarized in the presence of 3DZA had less severe disease as measured by weight loss and colonic damage (Figure 4K, Figure 4—figure supplement 2), indicating greater Treg suppressive function. Altogether, these findings demonstrate that one-carbon metabolism and methylation impair Treg differentiation and suppressive function both in vitro and in vivo.

## Discussion

In this study, we found that PGAM plays a key physiologic role in Treg differentiation and suppressive function through regulation of serine synthesis, which intersects with glycolysis immediately upstream of PGAM through the shared substrate 3 PG. Analysis of published datasets revealed that PGAM expression is specifically increased within human Tregs at both transcriptional and protein levels, and further that PGAM expression is enriched in highly suppressive Treg phenotypes. Pharmacologic inhibition or genetic knockdown of PGAM reduced Treg polarization and suppressive function while promoting a pro-inflammatory gene signature. These effects were replicated by exogenous supplementation of 3 PG and reversed by inhibition of serine synthesis. Single-cell flux estimation analysis predicted increased serine synthesis in Tregs isolated from patients suffering from autoimmune disease and decreased serine flux in tumor-associated Tregs, underlining the clinical importance of this regulatory pathway. Consistent with a previous report (Kurniawan et al., 2020), we found that both synthesized and exogenously imported serine impact Treg function. Mechanistically, serine inhibited Treg polarization by increasing flux through one-carbon metabolism with downstream effects on DNA methylation of Treg-related genes. Interfering with serine availability or methylation attenuated disease in in vivo models of autoimmunity.

The surprising role of PGAM in Treg differentiation has both physiologic and therapeutic implications. Although glycolysis has been shown to support initial proliferation and migration of Tregs (Kishore et al., 2017; De Rosa et al., 2015), most prior work has suggested that glycolytic flux supports effector T cell functions with concomitant downregulation of Treg stability and suppressive activity (Gerriets et al., 2015; Michalek et al., 2011; Macintyre et al., 2014; Shi et al., 2011). Indeed, previous studies have shown Tregs to depend on fatty acid oxidation and oxidative phosphorylation, largely independent of glycolysis (Angelin et al., 2017; Lee et al., 2014; Berod et al., 2014). Our own prior work found that inhibition of GAPDH, an enzyme two catalytic reactions upstream of PGAM in glycolysis, enhances Treg differentiation (Kornberg et al., 2018), with similar findings observed following inhibition or knockdown of other proximal glycolytic enzymes (Shi et al., 2011; Scherlinger et al., 2022; Tanimine et al., 2019). It is striking, therefore, that PGAM enzymatic activity has the opposite effect. Inhibition or knockdown of PGAM not only attenuated Treg differentiation and suppressive function but reciprocally enhanced markers of a pro-inflammatory, Th17-like phenotype, implicating PGAM as a physiologic regulator of the balance between pro- and anti-inflammatory lymphocyte responses via regulation of serine synthesis. These findings suggest that glycolytic regulation of immunity is more complex than previously appreciated, supporting a more granular view in which glycolytic enzymes can serve as independent regulatory nodes for the fine-tuning of immune responses. Our data suggest that these differential effects of glycolytic enzymes might be mediated by fine control of the metabolites whose concentrations they regulate, such as 3 PG in the case of PGAM.

From a therapeutic perspective, our findings identify novel targets for modulating Treg function in disease. Substantial prior work has shown that manipulation of glycolysis and other metabolic pathways has a therapeutic window for systemic administration despite the ubiquity of these pathways in cell biology (Patel et al., 2019). Nonetheless, systemic administration may not be necessary for several key therapeutic applications, for instance, optimization of chimeric antigen receptor (CAR)-T cell therapies (McPhedran et al., 2024; Nanjireddy et al., 2023; Chan et al., 2024). Differentiation of CAR-T cells into a Treg-like state correlates with failure of CAR-T therapy in B cell lymphoma (Good et al., 2022), such that manipulation of PGAM and downstream serine metabolism and DNA methylation is a potential strategy for improving the anti-cancer fitness of CAR-T cells ex vivo prior to infusion. Conversely, CAR-Tregs are currently in clinical trials for a variety of autoimmune disorders (Zhang et al., 2018; Abraham et al., 2023), and there is widespread interest in treatments that improve the suppressive activity of Tregs.

Of note, a prior study reported that complete knockout of PGAM1 in T cells impaired differentiation and effector functions of pro-inflammatory T cell subsets with only a mild impact on Treg generation (Toriyama et al., 2020). However, complete knockout of a glycolytic enzyme would be expected to abrogate glycolytic flux entirely, with wide-ranging effects (including decreased energy production) likely to mask the impact of physiologic or therapeutic modulation of enzyme function. As we showed here, partial knockdown or pharmacologic inhibition of PGAM1, which decreases but does not fully abrogate enzymatic activity, substantially reduced Treg differentiation while supporting pro-inflammatory activation. Additionally, other groups studying glycolysis in cancer used partial knockdowns to show that PGAM supports tumor proliferation by controlling flux through the de novo serine synthesis pathway (Itoyama et al., 2021).

Our investigation focused on the contribution of one-carbon metabolism to DNA methylation, which is particularly relevant in Tregs given the established regulatory role of methylation of Treg-specific genes, including the Treg Specific Demethylated Region (TSDR) of the FOXP3 gene locus (Zafari et al., 2018; Toker et al., 2013; Kressler et al., 2020). However, one-carbon metabolism contributes to many cellular processes, including purine synthesis, amino acid metabolism, and phospholipid synthesis, among others (Mentch and Locasale, 2016), so it is likely that one-carbon metabolism inhibits Treg differentiation in a variety of ways. Although other groups have also identified the importance of one-carbon metabolism in Treg generation (Sugiura et al., 2022), we describe novel links between glycolysis, serine synthesis, and DNA methylation as a regulatory pathway of Treg differentiation.

In summary, we have found an unexpected role of PGAM that adds further nuance to the complex relationship between glycolysis and Treg function and further implicates serine and its contributions to one-carbon metabolism and DNA methylation as key regulators of Treg differentiation. In addition to yielding new biological insights into the metabolic regulation of lymphocyte fate and function, these findings point to new strategies for the therapeutic manipulation of Treg function.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Homo sapiens*)	*PGAM1*	GenBank	Gene ID: 5223	
Gene (*Mus musculus*)	*Pgam1*	GenBank	Gene ID: 18648	
Strain, strain background (*Mus musculus*, male and female)	C57BL/6 J wild-type	Jackson Laboratory	Cat # 000664, RRID:IMSR_JAX:000664	
Strain, strain background (*Mus musculus*, male, and female)	B6.129S7-*Rag1^tm1Mom^*/J (RAG knockout mice)	Jackson Laboratory	Cat # 002216, RRID:IMSR_JAX:002216	
Antibody	Anti-mouse CD25, BV785 (Rat monoclonal)	Biolegend	Cat # 102051, RRID:AB_2564131	1:200
Antibody	Anti-FOXP3, APC (Rat monoclonal)	Thermo Fisher	Cat # 17-5773-80, RRID:AB_469456	1:200
Antibody	Anti-PGAM1, Alexa Fluor 405 (Rabbit polyclonal)	Novus Biologicals	Cat # NBP1-49532AF405, RRID:AB_3212871	1:200
Antibody	Anti-CD3 (OKT3), Functional Grade, eBioscience (Mouse monoclonal)	Thermo Fisher	Cat # 16-0037-81, RRID:AB_468854	2 μg/ml
Antibody	Anti-CD28 (37.51), Functional Grade, eBioscience (Syrian hamster monoclonal)	Thermo Fisher	Cat # 16-0281-82, RRID:AB_468921	2 μg/ml
Antibody	*InVivo*Plus anti-mouse IFNγ (Rat monoclonal)	BioXcell	Cat # BP0055, RRID:AB_1107694	5 μg/ml
Antibody	*InVivo*Plus anti-mouse IL4 (Rat monoclonal)	BioXcell	Cat # BE0045, RRID:AB_1107707	5 μg/ml
Commercial assay or kit	Zombie NIR fixable viability kit	BioLegend	Cat # 423106	1:1000
Commercial assay or kit	Cell Proliferation Dye	eBioscience	Cat # 65-0842-85	1:2000
Commercial assay or kit	MojoSort(TM) Mouse CD4 Naive T Cell Isolation Kit	BioLegend	Cat # 480040	
Commercial assay or kit	MojoSort(TM) Mouse CD4 T Cell Isolation Kit	BioLegend	Cat # 480006	
Chemical compound, drug	SHIN1	MCE	Cat # HY-112066	
Chemical compound, drug	NCT-503	Sigma	Cat # SML1659-5MG	
Chemical compound, drug	EGCG	Millipore Sigma	Cat # E4143-50MG	
Chemical compound, drug	3-DZA	Cayman	Cat # 9000785	
Chemical compound, drug	Heptelidic Acid	Cayman	Cat # 14079	
Chemical compound, drug	D-(-)–3-Phosphoglyceric Acid (Sodium Salt)	Cayman	Cat # 20123	
Chemical compound, drug	D-(+)-Glucose-13C6	Cayman	Cat # 26707	
Chemical compound, drug	L-Serine-13C3	Cayman	Cat # 35126	
Sequence-based reagent	*Pgam* antisense oligonucleotides	Aum Biotech	Custom order	
Sequence-based reagent	*Phgdh* antisense oligonucleotides	Aum Biotech	Custom order	
Peptide, recombinant protein	Animal-Free Recombinant Murine IL-2	Thermo Fisher	Cat # AF-212–12	
Peptide, recombinant protein	Recombinant Human TGF-beta 1	BioRad	Cat # PHP143B	
Peptide, recombinant protein	Murine IL-6	Peprotech	Cat # 216–16	
Peptide, recombinant protein	Recombinant Mouse IL-23 (carrier-free)	BioLegend	Cat # 589002	
Peptide, recombinant protein	Murine IL-1beta	Peprotech	Cat # 211-11B	
Other	Control mouse diet	Animal Specialties and Provisions	Cat # 1817070–209	
Other	Serine/Glycine-Free mouse diet	Animal Specialties and Provisions	Cat # 1812281	

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Michael D. Kornberg ().

### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

#### Animals

Wild-type C57BL/6 J (stock # 000664) and B6.129S7-*Rag1^tm1Mom^*/J RAG knockout mice (stock # 002216) were purchased from The Jackson Laboratory. All mice were housed in a dedicated Johns Hopkins mouse facility. All protocols were approved by the Johns Hopkins Institutional Animal Care and Use Committee, protocol numbers MO21M370, and MO24M348.

### Primary cell cultures

#### CD4+ T-cell isolation and culture

T-cells were isolated by generating single-cell suspensions from the spleen and lymph nodes of 6–10 week-old C57BL/6 mice. Spleens were mechanically dissociated with the plunger of a syringe over a 100 μm cell strainer (BD Falcon), then were pelleted by centrifugation (1500 RPM for 5 min) and resuspended in fresh FACS buffer. Naive CD4 + cells were isolated by negative selection using the MojoSort CD4 + naïve T-cell isolation kit from Biolegend (Catalog 480040) according to the manufacturer’s instructions. Plates were coated overnight at 4 °C with plate-bound anti-mouse CD3 antibody (2 μg/mL). Prior to plating, cells were resuspended in complete 50% RPMI (RPMI plus 10% FBS, 1% Pen-strep, 1% Glutamax, 0.1% 2-mercaptoethanol) and 50% AIM-V media along with 2 μg/mL soluble anti-mouse CD28 antibody. Experiments involving serine/glycine-free media or methionine-free media were done with 100% complete RPMI lacking the corresponding amino acid(s). Treg polarizing conditions included 10 ng/mL murine IL-2 and 1 ng/mL human TGF-β along with 5 μg/mL anti-mouse IFNγ and 5 μg/mL anti-mouse IL-4. Experiments with Treg polarization for Treg suppression assays were performed with 15 ng/mL human TGF-β and 10 ng/mL retinoic acid. Cells were not sorted prior to downstream assays, although bulk experiments were only performed on samples with greater than 70% cell viability (greater than 90% for stable isotope tracing studies).

### Method details

#### Drug and ASO treatments

For drug treatments, cells were treated with the indicated drug at the indicated concentration. EGCG was dissolved in EtOH, while NCT-503 and SHIN1 were dissolved in DMSO. Vehicle controls for drug treatment experiments consisted of solvent alone. Antisense oligonucleotides (ASOs) were dissolved in PBS and added at 10 μM directly to the cell culture media starting at day 0. Control samples for ASO experiments were treated identically, but with scrambled ASOs.

#### Electroporation

For electroporation with 3-phosphoglycerate (3 PG), naïve CD4 cells were cultured for 24 hr under Treg polarizing conditions, and pre-treated with NCT-503 or vehicle for 4 hr prior to electroporation as indicated. Cells were then harvested, centrifuged, and resuspended in BTX high performance electroporation solution (45–0803) with either 1.5 mM 3 PG or PBS as indicated. Electroporation was performed at 500 V for 3 ms with 1 pulse/square in a 4 mM BTX electroporation cuvette. Cells were then immediately added to complete RPMI media that contained 1.5 mM 3 PG or PBS and rested for 2–4 hr. Cells were then centrifuged and resuspended in the media they were in prior to electroporation.

#### Flow cytometry

Cells were stained with Zombie NIR (1:1000) for 10 min and then washed with Flow Wash Buffer (PBS + 2% fetal bovine serum +2 mM EDTA). They were then stained with anti-CD25 (BV785) for 30 min. Cells were then washed with Flow Wash buffer two times and fixed with FoxP3 fixation/permeabilization buffer following the manufacturer’s recommended protocol. Intracellular staining was performed with conjugated antibodies (1:200) against the specified proteins in permeabilization buffer for 1 hr, washed twice, and then analyzed cells with a Cytek Aurora Flow cytometer. Data analysis was performed with FlowJo software.

#### Treg suppression assay

To generate Tregs for the Treg suppression assay, naïve CD4 T cells were cultured for 4 days under Treg polarizing conditions. Then, total CD4 + T cells were isolated from murine spleens using Biolegend Mojo CD4 T cell isolation kit (480006) and labelled with Cell Proliferation Dye (eBioscience, #65-0842-85) by incubating in a 1:2000 dilution (PBS) for 10 min, washing 1 X with PBS, and then washing 2 X with complete RPMI. CD4 + T cells were cultured as described above (3 ug/mL anti-CD3, 3 ug/mL anti-CD28, 10 ng/mL recombinant murine IL-2) with varying ratios of Treg:T effector cells. Divisions were counted by measuring cell proliferation dye dilutions with flow cytometry after a 3 day culture.

#### Mouse peripheral blood samples

Mice were fed either a serine/glycine-free diet or a control diet (Animal Specialty and Provisions, 1812281 and 1817070–209) for 8 weeks immediately post-weaning and peripheral blood samples were obtained via cheek bleed into a microfuge tube coated with heparin/EDTA. RBCs were lysed with RBC lysis buffer for 7 min and then the reaction was stopped with HBSS (including Calcium and Magnesium). Cells were then stained with Zombie NIR (1:1000) and anti-CD16/32 (1:200) for 10 min, then stained with anti-CD45, anti-CD11b, and anti-CD4 for 30 min. Staining then proceeded as described in the flow cytometry section.

#### Mass spectrometry

Sample preparation for steady-state measurement of serine involved culturing CD4 T cells for 72 hr under Treg polarizing conditions, followed by treatment with the indicated drugs for 24 hr. The cells were collected, washed with PBS, and equal number of cells per condition were pelleted and flash-frozen. The frozen cell pellets were shipped to the Metabolomics Core at Baylor College of Medicine, Houston, TX. The cells were then resuspended in a 500 μl mixture of 1:1 water/methanol, sonicated for 1 min (two 30 s pulses), and mixed with 450 μl of ice-cold chloroform. The resulting homogenate was combined with 150 μl of ice-cold water, vortexed for 5 min, incubated at –20 °C for 30 min, and centrifuged at 4 °C for 10 min to partition the aqueous and organic layers. The combined layers were dried at 37 °C for 45 min in a SpeedVac system (Genevac EZ Solvent Evaporator, SP Industries, Inc). The extract was reconstituted in a 500 μl solution of methanol/water (1:1) and filtered through a 3 kDa molecular filter (Amicon Ultra Centrifugal Filter, 3 kDa MWCO, Millipore Sigma) at 4 °C for 90 min to remove proteins. The filtrate was dried at 37 °C for 90 min in a SpeedVac and stored at –80 °C until mass spectrometric analysis. Prior to mass spectrometric analysis, the dried extract was resuspended in methanol/water (1:1).

For amino acid flux analysis, CD4 T cells were cultured for 6 hr in glucose-free media, then 12 mM U13C-glucose was added for 6 hr. The cells were resuspended in a 500 μl mixture of 1:1 water/methanol, sonicated for 1 min (two 30 s pulses), centrifuged at 4 °C for 10 min, and filtered through a 3 kDa molecular filter (Amicon Ultra Centrifugal Filter, 3 kDa MWCO, Millipore Sigma) at 4 °C for 90 min to remove proteins. The samples were dried at 37 °C for 45 min in a SpeedVac system (Genevac EZ Solvent Evaporator, SP Industries, Inc). Prior to mass spectrometry analysis, the dried extract was resuspended in methanol/water (1:1).

CD4 T cells were cultured under Treg polarizing conditions in serine-free media to measure methylcytosine flux, followed by the addition of either normal serine or 13C3-serine for 12 hr. The cells were harvested, the pellets were washed, and DNA was isolated using the Qiagen DNeasy Blood & Tissue Kit. DNA was quantified with a Nanodrop, and all samples were normalized based on total DNA content before mass spectrometry analysis. The details of the DNA hydrolysis methods were previously described (PMID: 27158554). DNA was denatured at 100 °C for 3 min, incubated with ammonium acetate and nuclease P1, then mixed and incubated with venom phosphodiesterase I, followed by incubation with alkaline phosphatase. The details of the liquid chromatography-mass spectrometry (LC-MS) methods were also described earlier (PMID: 27158554).

For the LC-MS analysis method for serine steady state and tracing study of serine and methylcytosine, chromatographic separation of extracted metabolites, including serine, was performed through Hydrophilic Interaction Chromatography (HILIC) using an XBridge Amide column (3.5 µm, 4.6×100 mm, Waters, Milford, MA) in ESI-positive ionization mode. Solvent A (0.1% formic acid in water) and Solvent B (0.1% formic acid in acetonitrile) were used for chromatographic separation (Ref). The data were acquired via multiple reaction monitoring (MRM) using a 6495 Triple Quadrupole mass spectrometer coupled to an HPLC system (Agilent Technologies, Santa Clara, CA) through Agilent Mass Hunter Data Acquisition Software (ver. 10.1) (PMID: 31360899, PMID: 30642841). The acquired mass spectra were analyzed and integrated into each targeted compound peak using Agilent Mass Hunter Quantitative Analysis Software. For serine measurement, peak areas were normalized with a spiked internal standard. Differential metabolites were determined using p-values from t-tests following the Benjamini-Hochberg method, with a false discovery rate (FDR) of less than 0.25. For serine and methylcytosine tracing studies, the percentage of 13 C incorporation was calculated using Microsoft Excel from peak areas and represented as bar graphs.

#### EAE induction and scoring

Active EAE was induced in female and male C57BL/6J mice (Abramson et al., 2021; Gharibani et al., 2025; Godfrey et al., 2022) (10 weeks old) after pretreatment with either serine/glycine-free diet or control diet (Animal Specialty and Provisions, 1812281 and 1817070–209) for 1 week. MOG_35 − 55_ peptide dissolved in PBS at a concentration of 2 mg/mL was mixed 1:1 with complete Freund’s adjuvant (8 mg/ml Tuberculin toxin in incomplete Freund’s adjuvant), then mixed for 12 min into an emulsion. On day 0, mice were immunized by injecting 75 μl of the emulsion subcutaneously into each of two sites on the lateral abdomen. In addition, on day 0 and again on day 2, mice were injected intraperitoneally with 375 ng pertussis toxin. Scoring was performed by a blinded individual according to the following scale: 0, no clinical deficit; 0.5, partial loss of tail tone; 1.0, complete tail paralysis or both partial loss of tail tone plus awkward gait; 1.5, complete tail paralysis and awkward gait; 2.0, tail paralysis with hind limb weakness evidenced by foot dropping between bars of cage lid while walking; 2.5, hind limb paralysis with little to no weight-bearing on hind limbs (dragging), but with some movement possible in legs; 3.0, complete hind limb paralysis with no movement in lower limbs; 3.5, hind limb paralysis with some weakness in forelimbs; 4.0, complete tetraplegia but with some movement of head; 4.5, moribund; and 5.0, dead.

#### RNA-seq

For all experiments, RNA was isolated using the Qiagen RNeasy Mini Plus Kit. For RNA-seq, library preparation, sequencing, and demultiplexing were performed by Novogene. Raw FASTQ files were aligned to the murine reference genome with Kallisto (Bray et al., 2016). Library size normalization and differential expression was performed with DESeq2 (Love et al., 2014; Muzellec et al., 2023). Pathway enrichment analysis was performed with GSEA (Reimand et al., 2019; Fang et al., 2023), and hypergeometric tests were performed with EnrichR (Kuleshov et al., 2016).

#### Single cell flux estimation analysis (SCFEA)

Re-analysis of publicly available data was performed by downloading the relevant dataset from the GEO repository or from figshare. Gene count matrices were extracted and then analyzed with the SCFEA python package or web server. The rate of de novo serine synthesis was estimated with the reaction titled ‘3PG -> Serine.’ Comparisons between groups were performed with either Student’s t-test or the Wilcoxon Rank Sum test as described in the figure legends.

#### Bisulfite conversion and pyrosequencing

Bisulfite conversion was performed by EpigenDx according to standard pyrosequencing and Next Gen Sequencing protocols. Briefly, cell pellets were lysed based on the total cell count per sample and total volume received using M-digestion Buffer (ZymoResearch; Irvine, CA; cat# D5021-9) and 5–10 µL of protease K (20 mg/mL), with a final M-digestion concentration of 1 X. The samples were incubated at 65 °C for a minimum of 2 hr. For bisulfite modification, 20 µL of the supernatant from the sample extracts was bisulfite modified using the EZ-96 DNA Methylation-Direct Kit (ZymoResearch; Irvine, CA; cat# D5023) as per the manufacturer’s protocol. The bisulfite-modified DNA samples were eluted using Melution buffer in 46 µL. For Multiplex PCR, all bisulfite-modified DNA samples were amplified using separate multiplex or simplex PCRs. PCRs included 0.5 units of HotStarTaq (Qiagen; Hilden, Germany; cat# 203205), 0.2 µM primers, and 3 µL of bisulfite-treated DNA in a 20 µL reaction. All PCR products were verified using the Qiagen QIAxcel Advanced System (v1.0.6). Prior to library preparation, PCR products from the same sample were pooled and then purified using the QIAquick PCR Purification Kit columns or plates (cat# 28106 or 28183). The PCR cycling conditions were: 95 °C 15 min; 45 x (95 °C 30 s; Ta°C 30 s; 68 °C 30 s); 68 °C 5 min; 4 °C ∞. Samples were run alongside established reference DNA samples with a range of methylation. They were created by mixing high- and low-methylated DNA to obtain samples with 0, 50, and 100% methylation. The high-methylated DNA was in vitro enzymatically methylated genomic DNA with >85% methylation. The low-methylated DNA was chemically and enzymatically treated with <5% methylation. They were first tested on numerous gene-specific and global methylation assays using pyrosequencing.

#### Methylation sequencing

Libraries were prepared using a custom Library Preparation method created by EpigenDx. Next, library molecules were purified using Agencourt AMPure XP beads (Beckman Coulter; Brea, CA; cat# A63882). Barcoded samples were then pooled in an equimolar fashion before template preparation and enrichment were performed on the Ion Chef system using Ion 520 & Ion 530 ExT Chef reagents (Thermo Fisher; Waltham, MA; cat# A30670). Following this, enriched, template-positive library molecules were sequenced on the Ion S5 sequencer using an Ion 530 sequencing chip (cat# A27764). FASTQ files from the Ion Torrent S5 server were aligned to a local reference database using the open-source Bismark Bisulfite Read Mapper program (v0.12.2) with the Bowtie2 alignment algorithm (v2.2.3). Methylation levels were calculated in Bismark by dividing the number of methylated reads by the total number of reads. An R-squared value (RSQ) was previously calculated from controls set at known methylation levels to test for PCR bias.

#### T-cell transfer model of inflammatory bowel disease

To induce autoimmune colitis, CD4 T cells were transferred into RAG-knockout mice (Jackson Laboratories #002216). Briefly, CD4 cells were isolated from wild-type C57BL/6 mice and cultured in a mixture of 50% cRPMI (RPMI +10% Fetal Bovine Serum, 1% penicillin-streptomycin, and 0.1% 2-Mercaptoethanol) and 50% AIM-V media with plate bound anti-CD3 stimulation (3 μg/mL) and anti-CD28 stimulation (2 μg/mL) along with 10 ng/mL murine IL-2. Cells were stimulated for 3 days, rested for 2 days, and then re-stimulated for 2 days. 10 million activated cells were then transferred into each mouse via i.p. injection. At the same time, naïve CD4 cells were cultured under Treg polarizing conditions as described above and 1 million cells were transferred into each mouse at the same time as the injection of the activated cells. Weights were recorded weekly until euthanasia.

#### Quantification and statistical analysis

All statistical analyses were performed using GraphPad Prism software, Python, or R Studio. Details of statistical analyses for each experiment and/or data set can be found in the figures and figure legends. When cumulative data was tabulated from multiple independent experiments, experimental groups from each independent experiment were normalized to a matched control condition to allow integration across experiments. In these cases, in which there is no variability among matched control values, statistical analysis was performed with a non-parametric test as outlined in standard statistical guidelines (doi: 10.1111/bph.14153).

## Data Availability

All data supporting the findings of this study are presented and/or tabulated within the article or supplementary files. RNA-sequencing data from Figures 1F-1H has been deposited in the Gene Expression Omnibus (GEO) database and can be accessed via GEO accession number GSE269846. Other source data has been deposited in Mendeley Data, https://doi.org/10.17632/ptz6fzgm7y.1. The following datasets were generated: GodfreyW 2025Phosphoglycerate mutase regulates Treg differentiation through control of serine synthesis and one-carbon metabolismNCBI Gene Expression OmnibusGSE26984610.7554/eLife.104423PMC1230356840720256 GodfreyW KornbergM 2025Godfrey et al_Phosphoglycerate mutase regulates Treg differentiation through control of serine synthesis and one-carbon metabolismMendeley Data10.17632/ptz6fzgm7y.1PMC1230356840720256 The following previously published datasets were used: SmithKN DykemaAG ZhangJ 2023Lung tumor-infiltrating Treg have divergent transcriptional profiles and function linked to checkpoint blockade response [human]NCBI Gene Expression OmnibusGSE23550010.1126/sciimmunol.adg1487PMC1062952837713507 UllahU AndrabiSBA TripathiSK DirasanthaO 2016Transcriptional repressor HIC1 contributes to suppressive function of human induced regulatory T cellsNCBI Gene Expression OmnibusGSE9057010.1016/j.celrep.2018.01.070PMC584202629466736 SchafflickD HartlenertM Schulte-MecklenbeckA LautweinT WolbertJ HorsteGM 2019Integrated single cell analysis of blood and cerebrospinal fluid leukocytes in multiple sclerosisNCBI Gene Expression OmnibusGSE13826610.1038/s41467-019-14118-wPMC695935631937773 RenS 2019Single cell analysis reveals onset of multiple progression associated transcriptomic remodellings in prostate cancerNCBI Gene Expression OmnibusGSE141445

# Supplementary material for: Phosphoglycerate mutase regulates Treg differentiation through control of serine synthesis and one-carbon metabolism
**Source:** eLife. 2025 Jul 28;14:RP104423. doi: 10.7554/eLife.104423
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | X |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods, Key Resources Table |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Custom ASOs from Aum Biotech included proprietary sequences | X |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | X |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Materials and Methods, Primary Cell Cultures |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods, Key Resources Table |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | X |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | X |
| Microbes: provide species and strain, unique accession number if available, and source. |  | X |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **X** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | X |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | X |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Not done |  |
| Randomisation | Materials and Methods, EAE Induction and Scoring |  |
| Blinding | Materials and Methods, EAE Induction and Scoring |  |
| Inclusion/exclusion criteria |  | X |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure legends |  |
| Define whether data describe technical or biological replicates. | Figure legends |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | X |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods, Experimental Model and Subject Details, Animals |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | X |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | X |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | X |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Figure legends; Materials and Methods, Quantification and Statistical Analysis |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and Methods, Resource Availability, Data and Code Availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and Methods, Resource Availability, Data and Code Availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Manuscript Data Submission Form |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Materials and Methods, Single Cell Flux Estimation Analysis (SCFEA) |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | X |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Manuscript Data Submission Form |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | Manuscript Data Submission Form |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

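RNA-seq libraries from 6 cultures of unsorted murine CD4 cells were examined, 3 labelled scrambled ASO and 3 labelled *Pgam* ASO. According to the paper, naïve cells were cultured under Treg polarizing conditions for 72 hr with ASOs at 10 μM, which the sample labels give as 3 days. The authors deposited 1 table of estimated counts per Ensembl gene and library, made with Kallisto and written as whole numbers without normalization. The paper's text does not name the Kallisto version, the genome build, the annotation, or how transcripts were summed to genes and rounded. The table lists 56748 genes, of which 52073 have a symbol in the gene name table and 52125 are in GENCODE M21, from which coordinates on GRCm38 were taken. A count of 0 in every library is listed for 28236 genes, and no column of the table was left out.

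Total counts ran from 16231127 to 18032805 in the libraries labelled scrambled ASO and from 15860476 to 16803881 in those labelled *Pgam* ASO. The 10 most counted genes of each library held between 5.54% and 6.00% of its counts. A floor of 3 counts was taken as the smallest number that the depth can show, and floors cover counting error only. No batch, date or sequencing lane is given in the labels or the paper. To look for duplicate libraries, pairs were compared by chi-square per degree of freedom, which ran from 7.43 to 26.8 within a label and from 17.1 to 87.4 between labels. The labels number the replicates 1 to 3 in each group, and neither they nor the paper's text say whether equal numbers share an animal. Replicate number was therefore left out of the main comparison and used as a block in an alternative. As a check of pairing, each library's deviations from its group mean were correlated across genes, with a mean Pearson r of -0.0725 for equal numbers and 0.0364 for different numbers. Deviations within a group sum to 0, so the value for different numbers largely follows from that for equal numbers and is no separate baseline. Single values of r ran from -0.254 to 0.28, so the check cannot decide whether equal numbers share an animal. Genes are not independent replicates, so no p is given for these values.

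Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults, which left 14936, libraries were scaled by TMM, and the groups were compared with the robust quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The scaling factors ran from 0.9721 to 1.029. Principal components were computed on variance-stabilized values from DESeq2 1.42.0 for the 500 most variable genes. The 27 gene lists were tested with camera in limma 3.58.1 on voom values with an inter-gene correlation of 0.01. Hand-written lists and Reactome sets were used in place of the Hallmark sets, which were not used here. The genes named were set by a rule. They are the genes the paper names for this experiment, *Pgam1* and *Pgam2*, *Gapdh*, the genes of the serine and one-carbon list and of the glycolysis list, and the 5 that rose most and the 5 that fell most among genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the groups. Other genes were named after their values were seen, namely *Flicr*, *Xist*, the Y-linked genes, mitochondrial genes, *Csf2*, *Il4*, *Il21*, *Il17f*, *Rora*, *Ccr6*, *Gata3*, *Pparg*, *Gm7336*, *Cd8a*, *Cd8b1*, *Ighm*, and the markers of mast cells and basophils. Some genes of the lists are not reported here on their own.

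The gene tests and the list test were tried on simulated data with 14936 genes, each drawn independently of the others. For the gene tests, 200 genes were changed 2-fold. The edgeR test called 80.5% of the changed genes with the right sign, and 5.29% of its calls were unchanged genes. DESeq2 called 79.5% of the changed genes. Of 20 simulated lists without a shift, 0 passed the threshold. These lists held independent genes, so the result cannot show how often lists of correlated genes would pass without a shift.

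The alternatives were DESeq2 with its Wald test, limma-voom, RLE size factors, library size alone, ribosomal and mitochondrial genes left out, no filter on low counts (every gene with at least 1 count), at least 10 counts in every library, replicate number as a block, each library left out in turn, an adjusted p under 0.01, and an absolute log2 fold change of at least 1. For principal components they were rlog values, edgeR log2 CPM with a prior count of 2, all kept genes, ribosomal and mitochondrial genes left out, and each library left out. For gene lists they were an estimated inter-gene correlation and preranked enrichment with fgsea 1.28.0, beside the RLE, filter, block and left-out settings. All 10 splits of the 6 libraries into groups of 3 were fitted in the same way. Stretches of 31 bases shared between genes were counted on the GENCODE M21 transcripts, since Kallisto has to divide reads between such genes. GC content and transcript length were known for 98.4% of the tested genes. The flow cytometry, metabolite and published datasets of the paper were not analysed here.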

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

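Among the tests in this part, that of markers of B cells, myeloid cells, CD8 T cells and erythroid cells, the even addition of counts and the sums of single mitochondrial genes were chosen only after the result was seen, and so was a margin of 0.1 around limits, within which values were taken as undecided.

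Neither the paper's text on these libraries nor Figure 1G covers, as a whole, 7 of the gene lists that passed an adjusted p of 0.05 with limma's camera. The Th2 and Th9 list had a median log2 fold change of 1.99 with 8 of 9 genes higher (camera adjusted p = 9.76e-06). The paper's text does name *Il9*, which belongs to that list, as higher. The set for cholesterol biosynthesis had a median of 0.47 with 21 of 23 genes higher (camera adjusted p = 5.61e-08), and serine synthesis and one-carbon metabolism one of 0.337 with 15 of 19 higher (camera adjusted p = 7.14e-06). Folate metabolism had a median of 0.273 with 6 of 8 genes higher (camera adjusted p = 0.0327), and mitochondrial translation one of 0.247 with 82 of 86 higher (camera adjusted p = 7.79e-10). Mitochondrially encoded mRNAs had a median of -0.675 with 1 of 12 higher (camera adjusted p = 1.17e-07), and the Th1 list one of -0.323 with 2 of 10 higher (camera adjusted p = 0.0416). With the inter-gene correlation estimated from the libraries, each of the 7 had a camera adjusted p of 0.44, and 0 of the 27 lists passed at an unadjusted p under 0.05. Over the other alternatives, the adjusted p of the Th1 list ran from 0.0118 to 0.116 and that of the folate set from 0.0117 to 0.0677, while the highest among the other 5 was 0.000129. After a trend on GC content and transcript length was taken out of every library, 7 of the 7 lists passed, and after every library was thinned to the smallest total, 7 passed again, though totals differed little, so that thinning had little to correct here and for the genes below. Of the 4 splits that part all 3 pairs of equal replicate number, 1, the real one, brought as many of these lists past the threshold, and the others brought 1 to 5. The other 6 splits part only 1 pair and brought 1 to 6. The 7 lists were chosen because they passed in the real split, so no other split could bring more, and this count shows no stability. With 10 splits in all, no share under 0.1 can be reached, whatever the counts, so the share itself cannot separate these changes from chance.

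In the serine and one-carbon list, 9 of 19 genes had higher expression in the libraries labelled *Pgam* ASO with an edgeR quasi-likelihood adjusted p under 0.05, and 0 had lower. They include *Psat1* (log2 fold change 0.88, adjusted p = 0.00513), *Psph* (0.76, adjusted p = 0.00165), *Shmt2* (0.73, adjusted p = 0.00592) and *Phgdh* (0.56, adjusted p = 0.0149), and in each of these every library labelled *Pgam* ASO lay above every one labelled scrambled ASO. With each library left out in turn, these 4 adjusted p-values ran from 0.00119 to 0.0827, the highest being that of *Phgdh*, which shares 56.3% of its 31-base stretches with pseudogenes and other genes. The other 5 were *Slc1a4*, *Mthfd2*, *Mthfd1*, *Shmt1* and *Tyms*, with log2 fold changes from 0.41 to 1.15. With replicate number as a block, a pairing that the check could not decide, *Tyms* had an edgeR adjusted p of 0.0765. With each library left out, that of *Tyms* ran from 0.0107 to 0.143. The highest edgeR adjusted p with a library left out was 0.092 for *Shmt1*, 0.0884 for *Mthfd1*, 0.0534 for *Slc1a4* and 0.034 for *Mthfd2*. These are transcript counts, and no serine flux was measured in them.

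The higher counts in the Th2 and Th9 list could come from mast cells, basophils or eosinophils among the unsorted cells. Of 16 markers of these cells, 4 had enough counts to be tested, with a median log2 fold change of 0.906, and all 16 together had 481 counts in the libraries labelled scrambled ASO and 455 in those labelled *Pgam* ASO. *Kit* alone went from 291 to 85 counts, so the near-equal totals do not show that the other markers stayed level. The median lies within 0.1 of the limit of 1 set beforehand and is undecided. The markers did not move alike. *Kit* fell by 1.68 on the log2 scale (edgeR adjusted p = 0.0142), which alone would go against mast cells as the main source. *Cpa3* rose by 1.09 (edgeR adjusted p = 0.0526) and *Gata2* by 1.59 (edgeR adjusted p = 0.0469), so the tested markers leave mast cells open. *Mcpt8* and *Fcer1a*, with too few counts to be tested, went from 5 to 32 and from 2 to 18 counts. *Cma1*, *Siglecf* and *Epx*, also untested, went from 5 to 12, from 4 to 12 and from 1 to 6. *Tpsb2* and *Prg2* went from 8 to 3 and from 8 to 4. *Ms4a2*, *Prss34* and *Ccr3*, also too low to be tested, went from 12 to 16, from 6 to 1 and from 4 to 0, and *Hdc* rose by 0.72 (edgeR adjusted p = 0.331). These few counts point in both directions and do not show that such cells were there. In the list itself, counts per library went from between 61 and 160 to between 943 and 2451 for *Il13*. Those for *Gata3* went from between 577 and 1151 to between 1271 and 1812. Those for *Pparg* went from between 79 and 158 to between 403 and 529. These rises are larger in counts than those of *Mcpt8* and *Fcer1a*. How many such transcripts a basophil holds for each marker transcript was not measured. The counts therefore do not decide whether basophil RNA was the main source of the change or a part of it. Markers of B cells, myeloid cells, CD8 T cells and erythroid cells taken as a list had a camera adjusted p of 0.991 and a median of -0.198, with 5 of 13 genes higher. This goes against a rise of all of these cells together, but 1 test over 4 cell types can miss a rise in 1 of them. Of the 13 genes, 1 was higher past the threshold, *Cd8a* (log2 fold change 1.12, edgeR adjusted p = 0.0286), while *Cd8b1* had one of -0.20 (edgeR adjusted p = 0.454), and 1 was lower, *Ighm* (-1.58, edgeR adjusted p = 0.0282). *Il4* and *Csf2*, named after their values were seen, had log2 fold changes of 2.72 and 3.09. A shift of the cultures toward type 2 cytokines remains a hypothesis.

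The lower counts of mitochondrially encoded mRNAs could reflect reads that Kallisto divided with nuclear copies. With the counts of the sharing genes added, the median log2 fold change was -0.673 against -0.675. For 7 of the 12 genes the sharing genes held at most 0.958% of the summed counts, so their sums could hardly move, but so few counts also leave few reads in nuclear copies. For the other 5, where they held 25.7% to 51.5%, the summed log2 fold changes ran from -0.939 to -0.625, so sharing with counted copies does not account for the decrease. RNA without a poly(A) tail might also have been carried over to a different extent. The median log2 fold change of 54 small nuclear and nucleolar RNA genes was 0.253, within 0.1 of the limit of 0.3 set beforehand, which gave a size and no sign, and so undecided by size. These genes rose while the mitochondrial mRNAs fell, and less carry-over would lower them, so the direction goes against less carry-over as the source. The mitochondrial ribosomal RNA *mt-Rnr1*, named after its value was seen, rose by 1.12 on the log2 scale (edgeR adjusted p = 0.000768) and *mt-Rnr2* by 0.31 (edgeR adjusted p = 0.0683), while *mt-Cytb* had a log2 fold change of -1.24 and *mt-Nd1* one of 0.0099. Nuclear genes for mitochondrial translation and mitochondrial mRNAs thus moved in opposite directions.

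The paper's text on these libraries does not discuss the 10 genes with the largest changes. *Il5*, *Il13*, *Il2*, *Il24* and *Il3* had log2 fold changes of 4.37, 3.77, 3.70, 3.26 and 3.12. *Gm14085*, *Gm20743*, *Ly6c1* and *Prss12* had log2 fold changes of -5.98, -4.96, -4.17 and -3.97, and *Gm37403* one of at most -4.27 against the floor of 3 counts. That bound rests mostly on replicate 2 labelled scrambled ASO, which was also the highest library for *Gm14085*, *Gm20743*, *Ly6c1* and *Prss12*. *Gm37403* lies within the span of *Gm20743*, so they need not be separate changes. In each of the 10 genes, every library of one label lay above every library of the other, which the choice of these genes requires. After the correction for GC content and transcript length, 10 of the 10 had an edgeR adjusted p under 0.05 in the same direction, and after thinning to the smallest total, 10 did. With the counts of genes sharing at least 10% of their 31-base stretches added, 8 did. *Gm14085* then had a log2 fold change of -1.79 (edgeR adjusted p = 0.056) and *Ly6c1* one of 0.47 (edgeR adjusted p = 0.0183). *Il2* had one of 0.52. The added genes had 5706, 10798 and 4140 counts against 3164, 427 and 1046 for *Gm14085*, *Ly6c1* and *Il2*, and the same mean CPM added evenly to every library gave log2 ratios of -1.01, -0.0914 and 0.521, so the sums mostly follow the added genes. The genes added to *Il2* had a log2 ratio of 0.00148 and those added to *Gm14085* one of -0.991, whereas reads moved to or from them would have changed them in the opposite direction, which goes against such sharing for these 2. Those added to *Ly6c1* had one of 0.585, so its fall cannot be told apart from reads shared with them. The other 7 had no counts to add, so this sum could not change them. With no filter on low counts, the edgeR adjusted p of *Il24*, *Gm14085*, *Gm20743* and *Ly6c1* was 0.0561, 0.0923, 0.178 and 0.114. With replicate number as a block, that of *Gm14085* was 0.068. The highest with a library left out was 0.0603 for *Il13*, 0.0792 for *Il24* and 0.0963 for *Gm37403*. It was 0.138 for *Gm14085*, 0.154 for *Gm20743* and 0.11 for *Ly6c1*. In each of these settings the rest of the 10 stayed under 0.05.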

How the results depend on the processing

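All tests in this part were chosen before the data were examined, as were the main settings, the alternatives and the rule for naming genes. The rule by which a list counts as reversed, a change in the sign of its median, was set after the values were seen. The earlier rule required camera's direction to change as well. None of the alternatives failed to run, except that the list of mitochondrial mRNAs has no value where mitochondrial genes are left out, and that genes removed by a stricter filter have none.

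The number of differentially expressed genes was 2565. DESeq2, limma-voom, RLE size factors, library size alone, ribosomal and mitochondrial genes left out, no filter, and at least 10 counts in every library gave 2448 to 3732 genes, and in none of them did a shared gene change direction. With replicate number as a block, the count was 1235, with 480 higher and 755 lower, and the check of pairing could not decide whether equal numbers belong together. An absolute log2 fold change of at least 1 left 674 genes and an adjusted p under 0.01 left 453. With each library left out, the counts ran from 391 to 3484, those of higher genes from 160 to 1711 and those of lower genes from 231 to 1773. With no filter, 1832 genes were higher. The cause was not tested for any of these changes.

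Of the 11 tested Treg-Th17 genes named by the paper, 9 to 11 passed under every tool, scaling, filter and block setting, and 4 to 11 with each library left out. *Il22* was tested only where the filter kept it. The log2 fold change of *Pgam2* ran from -1.12 to -0.56 over the left-out fits. It passed the threshold with no filter (-0.83) and, of the left-out fits, only without replicate 3 labelled scrambled ASO. The log2 fold change of *Pgam1* was above 0 and not past the threshold under every setting, from 0.047 to 0.33. The share of variance on the first component was 74.3% with edgeR log2 CPM, 70.8% with all kept genes, and 85.0% to 91.9% with each library left out. The count of gene lists was 15 to 17 under all settings but the estimated inter-gene correlation, which gave 0 at an adjusted and 0 at an unadjusted p under 0.05. The cause was not tested in any of these cases.

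The log2 fold change of *Gapdh*, -0.037 in the main comparison, was 0.54 with limma-voom, 0.41 with the replicate block, and -0.54 to 1.15 with each library left out. *Mthfd2l* reached 0.0077 with DESeq2, 0.0058 with no filter, and -0.093 to 0.065 with libraries left out. *Pgk1* reached 0.0083 with DESeq2, 0.0015 with RLE, 0.0070 with no filter, and -0.11 to 0.11 with libraries left out. *Hk1* and *Ldhb* were -0.0034 and -0.0040 with limma-voom, -0.031 and -0.034 with library size alone, -0.0096 and -0.011 with at least 10 counts, -0.0038 and -0.00065 with the replicate block, and -0.094 to 0.075 and -0.087 to 0.098 with libraries left out. Only leaving out a library reversed *Slc2a1* (-0.023 to 0.18), *Pfkm* (-0.026 to 0.23), *Aldoa* (-0.13 to 0.040), *Eno3* (-0.14 to 0.12), *Pkm* (-0.063 to 0.15), *Ldha* (-0.0055 to 0.25) and *Slc16a3* (-0.034 to 0.20). The same held for the medians of the glycolysis list (-0.0233 to 0.163), the interferon-stimulated list (-0.226 to 0.0965), the Treg core list (-0.192 to 0.00158), and the list of B cell, myeloid, CD8 and erythroid markers (-0.27 to 0.0369). The Reactome glycolysis set was 0.00145 with RLE and -0.0629 to 0.116 with libraries left out. The Reactome interferon set was -0.0083 with at least 10 counts and -0.0398 to 0.0409 with libraries left out. The cause was not tested for these reversals.

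Of the 60 genes followed, 12 were past the threshold under every setting that gave a value. Apart from the settings that left out a library, single genes lost the threshold 14 times and gained it 5 times without changing direction, and lists did so 18 times and 1 time, of which 16 losses were under the estimated correlation. With libraries left out, genes did so 55 and 7 times, and lists 5 and 2 times. The depth limits the genes with few counts. *Il22*, with 2 to 23 counts per library, *Cxcl3*, with 0 to 22, and *Gm37403*, with 0 or 1 count in each library labelled *Pgam* ASO, have imprecise fold changes.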

Differences from the paper's values

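No tests of explanations were run for the values in this part, so none was chosen after the result was seen.

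Of the 29 log2 fold changes that could be set beside values in the paper's Supplementary file 1, 1 differed. For *Pgk1* the paper's value is 0.0041 with a standard error of 0.14, and the value here is -0.0029, both near 0. Among the alternatives set before the data were examined, DESeq2 (0.0083), RLE size factors (0.0015), no filter on low counts (0.0070), leaving out replicate 3 labelled scrambled ASO (0.11) and leaving out replicate 1 labelled *Pgam* ASO (0.097) had the paper's sign and lay within its error. limma-voom, library size alone, ribosomal and mitochondrial genes left out, at least 10 counts in every library, the replicate block, and leaving out any of the other 4 libraries did not.

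The paper states that *Il22* had significantly higher expression. It was not kept by the filter of the main comparison, and its log2 ratio of mean CPM was 2.28. With no filter on low counts, its log2 fold change was 2.25 with an edgeR adjusted p of 0.0106. With a library left out, where the filter kept it, the edgeR adjusted p ran from 0.0139 to 0.133. DESeq2 gave it no adjusted p.

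Of the 694 genes in the part of Supplementary file 1 that could be read with an adjusted p under 0.05 in the paper, edgeR called 525 and did not call 169. DESeq2 called 684 of the 694 in the paper's direction, and 162 of the 169. Among genes named here, the paper's adjusted p is under 0.05 for *Hk2* (edgeR log2 fold change 0.43, adjusted p = 0.0507; DESeq2 adjusted p = 0.0154) and *Mat2a* (edgeR log2 fold change 0.34, adjusted p = 0.0628; DESeq2 adjusted p = 0.0332).

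The paper shows the unfolded protein response as activated (Figure 1G). The Reactome set used here had a median log2 fold change of 0.11 with 8 of 14 genes higher and a camera adjusted p of 0.586. It holds other genes than the Hallmark set. The paper also shows mTORC1 signaling as activated. The hand-written list of mTORC1 and ATF4 targets had a camera adjusted p of 2.1e-14, while the Reactome set for mTOR signalling, of 25 tested genes, had one of 0.0889.

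The paper describes the ASOs as targeting *Pgam* isoforms to reduce gene expression, and it reports lower PGAM1 protein by flow cytometry, which was not analysed here. The *Pgam1* transcript had a log2 fold change of 0.18 (edgeR adjusted p = 0.331), and the paper's own value in Supplementary file 1 is 0.19 with an adjusted p of 0.352. *Pgam2* was lower, with a log2 fold change of -0.84 (edgeR adjusted p = 0.0854). Under every alternative the log2 fold change of *Pgam1* was above 0, from 0.047 to 0.33.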

Other observations

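The counts over splits of the libraries in this part, the test for a mislabelled sample, the comparison of Y-linked genes and the control for added counts of *Gapdh* were chosen only after the result was seen.

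The number of differentially expressed genes was compared with other splits of the 6 libraries. Of the 4 splits that part all 3 pairs of equal replicate number, 1, the real one, gave as many as 2565 genes. The other 3 gave 0 genes at an adjusted p under 0.05 in edgeR's quasi-likelihood test and 94 to 1810 at an unadjusted p under 0.05, against 5214 for the real split. The other 6 splits part only 1 pair and also gave 0, with 107 to 385 genes at an unadjusted p under 0.05. For the Treg-Th17 genes named by the paper, 1 of the 4 splits gave as many as 11, and the others gave 0, but these genes include the paper's own calls on these libraries, so this count shows no stability. For the gene lists, 1 of the 4 splits gave as many as 16, and the other 3 gave 3 to 15. Among the 6 splits that part 1 pair, 3 gave 16 to 18 lists, so a count of lists as large as the real one also arises where the groups mix the labels. After the correction for GC content and transcript length, 2358 of the 2565 genes and 16 of the 16 lists were past the threshold in the same direction. After every library was thinned to the smallest total, 2491 of the genes were, and with the 10 most counted genes left out, 2559. The correction for GC content and length does not account for most of the genes. The other 2 checks had little to correct, since the totals ran from 15860476 to 18032805 and the 10 most counted genes held 5.54% to 6.00% of each library, so they show little stability, and near-equal values leave little for these 2 biases to explain. With 10 splits no share under 0.1 can be reached, whatever the counts, so the share itself cannot separate a response to the ASO from chance, although no other split gave any gene past the threshold. A response to the ASO remains a hypothesis, since another difference between the groups, such as an unrecorded batch or the mice used, was not excluded.

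The *Pgam1* transcript was not lower in the libraries labelled *Pgam* ASO. Reads divided with pseudogenes could have hidden a decrease, but with the counts of the sharing genes added, its log2 fold change was 0.182 (edgeR adjusted p = 0.331), not lower. The sharing genes *Pgam1-ps2*, *Pgam1-ps1* and *Gm11203* held 749, 5 and 1 counts over all libraries, against 8847 to 11949 for *Pgam1* in each, so the sum could hardly move, but so few counts also leave few reads in pseudogenes. A mislabelled sample might do the same. On the first component, 0 of the 6 libraries lay nearer to the other label's group than to their own, and although an exchange of all the labels would give the same picture, it would only change the sign of the log2 fold change and leave it short of the threshold, so it would not account for the absence of a clear decrease. No protein was measured in these libraries.

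*Gapdh* varied between replicates more than any other gene with a mean count above 1000. Its counts were 3382, 823 and 9103 in replicates 1, 2 and 3 labelled scrambled ASO and 2346, 4855 and 5419 in those labelled *Pgam* ASO, and its log2 fold change was -0.037 (edgeR standard error 0.91). The within-group SD of its log2 CPM was 1.38, and 0 of the 4131 genes with a mean count above 1000 had a larger one, while the other glycolysis genes had a median of 0.181 and a maximum of 0.635. Kallisto could have divided its reads unevenly with pseudogenes, since it shares 28.1% of its 31-base stretches. Summed with every gene sharing a stretch, it had an SD of 0.615, and with the 49 genes sharing at least 10%, 0.783. Adding the same number of counts evenly to every library lowers the SD too, to 0.574 and 0.681, so the sharing genes did not offset the spread of *Gapdh* more than even counts would. *Gm7336*, which shares 26.5% and had 8048 counts, ranged only from 1177 to 1518 counts per library. Both go against reads exchanged with these genes as the source, and the cause is not known. No biological explanation was tested.

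*Xist*, named with the Y-linked genes after their values were seen, had a log2 fold change of 0.86 (edgeR adjusted p = 0.00391), with every library labelled *Pgam* ASO above every one labelled scrambled ASO. *Kdm5d*, *Uty*, *Ddx3y* and *Eif2s3y* had log2 fold changes of -0.55, -0.45, -0.27 and -0.12, with edgeR adjusted p-values of 0.0223, 0.0592, 0.0803 and 0.328. Each of these 4 was lower in every library labelled *Pgam* ASO than in every one labelled scrambled ASO. A different share of cells from male and female mice could give such a pattern, but would lower the 4 Y-linked genes alike. Their heterogeneity had a p of 0.0233 (Q = 9.51, chi-square test). This test takes the standard errors as known and the genes as independent, while the errors were estimated from 6 libraries. It therefore does not decide whether a share of cells was the only cause. Both *Xist* and Y-linked transcripts were counted in each library. The paper's key resources table lists male and female mice and its text does not say which were used for these libraries.

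In the main comparison, not every list for the cell types and pathways that the paper studies passed the threshold. Over the alternatives other than the estimated inter-gene correlation, the camera adjusted p ran from 0.133 to 0.939 for the Th17 list, from 0.0386 to 0.736 for the Treg core list and from 0.0395 to 0.953 for the glycolysis list, so the last 2 passed under at least 1 setting. The Th17 list had a median log2 fold change of -0.293 with 7 of 17 genes higher (camera adjusted p = 0.352), and 4 of its genes were past the threshold in each direction. *Ccr6* and *Rora* had log2 fold changes of -1.20 and -0.64 (edgeR adjusted p = 0.000395 and 0.00713), *Il21* one of 2.53 (edgeR adjusted p = 0.0157), and *Il17f* one of 0.38 (edgeR adjusted p = 0.511). The Treg core list had a median of -0.147 with 12 of 27 genes higher (camera adjusted p = 0.301). Of its genes, 1 was higher and 5 were lower with an edgeR adjusted p under 0.05. The glycolysis list had a median of 0.0498 with 14 of 22 genes higher (camera adjusted p = 0.398), and *Slc16a1* was its 1 gene with an edgeR adjusted p under 0.05 (log2 fold change 0.38, adjusted p = 0.0366). *Flicr*, an antisense transcript at *Foxp3* named after its value was seen, had a log2 fold change of -2.04 (edgeR adjusted p = 0.00279).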
